# Systems biology approach to identify transcriptome reprogramming and candidate microRNA targets during the progression of polycystic kidney disease

**DOI:** 10.1186/1752-0509-5-56

**Published:** 2011-04-25

**Authors:** Priyanka Pandey, Shan Qin, Jacqueline Ho, Jing Zhou, Jordan A Kreidberg

## Abstract

**Background:**

Autosomal dominant polycystic kidney disease (ADPKD) is characterized by cyst formation throughout the kidney parenchyma. It is caused by mutations in either of two genes, *PKD1 *and *PKD2*. Mice that lack functional *Pkd1 *(*Pkd1*^*-/-*^), develop rapidly progressive cystic disease during embryogenesis, and serve as a model to study human ADPKD. Genome wide transcriptome reprogramming and the possible roles of micro-RNAs (miRNAs) that affect the initiation and progression of cyst formation in the *Pkd1*^*-/- *^have yet to be studied. miRNAs are small, regulatory non-coding RNAs, implicated in a wide spectrum of biological processes. Their expression levels are altered in several diseases including kidney cancer, diabetic nephropathy and PKD.

**Results:**

We examined the molecular pathways that modulate renal cyst formation and growth in the *Pkd1*^*-/- *^model by performing global gene-expression profiling in embryonic kidneys at days 14.5 and 17.5. Gene Ontology and gene set enrichment analysis were used to identify overrepresented signaling pathways in *Pkd1*^*-/- *^kidneys. We found dysregulation of developmental, metabolic, and signaling pathways (e.g. Wnt, calcium, TGF-β and MAPK) in *Pkd1*^*-/- *^kidneys. Using a comparative transcriptomics approach, we determined similarities and differences with human ADPKD: ~50% overlap at the pathway level among the mis-regulated pathways was observed. By using computational approaches (TargetScan, miRanda, microT and miRDB), we then predicted miRNAs that were suggested to target the differentially expressed mRNAs. Differential expressions of 9 candidate miRNAs, miRs-10a, -30a-5p, -96, -126-5p, -182, -200a, -204, -429 and -488, and 16 genes were confirmed by qPCR. In addition, 14 candidate miRNA:mRNA reciprocal interactions were predicted. Several of the highly regulated genes and pathways were predicted as targets of miRNAs.

**Conclusions:**

We have described global transcriptional reprogramming during the progression of PKD in the *Pkd1*^*-/- *^model. We propose a model for the cascade of signaling events involved in cyst formation and growth. Our results suggest that several miRNAs may be involved in regulating signaling pathways in ADPKD. We further describe novel putative miRNA:mRNA signatures in ADPKD, which will provide additional insights into the pathogenesis of this common genetic disease in humans.

## Background

Autosomal dominant polycystic kidney disease (ADPKD) is characterized by fluid-filled cysts that are thought to result from abnormal cell proliferation and deregulated apoptosis, increased secretion of fluids into the tubular lumen, irregular cell-matrix interactions, and defective cellular polarity [1,2]. Thus, normal parenchyma is replaced by a cystic epithelium and fibrotic tissue [3]. Genetic mutations in *PKD1 *(encoding polycystin 1; PC-1) are responsible for majority of cases of ADPKD, the remainder are due to loss of *PKD2 *(encoding polycystin 2; PC-2). Loss of PC-1 or PC2 expression results in disruption of intracellular Ca^2+ ^levels, which may lead to abnormal proliferation of tubule epithelial cells [4-7]. Additionally, the involvement of PC-1 in various pathways related to proliferation, such as G-protein signaling, Wnt signaling, AP-1, and cell cycle arrest has been reported [8-12]. However, the manner in which these diverse pathways are integrated into cellular circuitry and regulated during progression of ADPKD is not well studied.

MicroRNAs (miRNAs) are small endogenous non-protein encoding RNAs that post-transcriptionally modulate gene expression by binding to the 3'UTR of target mRNAs [13]. They are involved in many biological processes including cell differentiation, cell proliferation, cell mobility and apoptosis [14] and are associated with many diseases including cancer, hypertension, diabetes, and kidney dysfunction [15]. For example, Kato et al reported a role for miR-192 in diabetic nephropathy [16]. Also, over-expression of the miR-17-92 cluster may play a role in renal cell carcinoma [17]. Further, the importance of miRNAs that are expressed in kidney is supported by mouse knockout studies [18-21]. For example, eliminating Dicer, a key enzyme in miRNA biogenesis, from podocytes, a cell type required for the formation of the size exclusion barrier in the glomerulus, results in progressive loss of podocyte function [20,21]. Some studies have also suggested a role for miRNAs in ADPKD [22-24].

The *Pkd1*^*-/- *^mouse model develops cystic disease caused by mutation of the same gene responsible for the majority of human ADPKD, and provides a system to study the pathogenesis of ADPKD [25]. However, a systematic, large-scale study, elucidating global changes in gene expression during disease progression in the *Pkd1*^*-/- *^mouse model has yet to be reported. Using the *Pkd1*^*-/- *^model to study the pathogenesis of ADPKD offers the ability to compare gene expression in pre-diseased and diseased kidneys. In the current investigation, we (1) use the *Pkd1*^*-/- *^model to explore the transcriptional changes that occur in ADPKD on a whole genome scale, (2) undertake a comparative transcriptomics approach to determine similarities and differences with human ADPKD, and (3) investigate whether these changes might be related to changes in miRNA expression. We systemically predicted the possible miRNAs that may be associated with the changes in mRNA expression levels during disease progression that were determined by gene expression microarray analysis. We predicted miRNAs that could target signaling pathways in ADPKD. Our results suggest that several miRNAs may be involved in regulating the genetic switches in ADPKD. We further describe several miRNAs and putative miRNA-mRNA signatures, which were previously not reported in ADPKD.

## Methods

### Animal Model

Kidneys from wild type (WT; *Pkd1*^*+/+*^) and *Pkd1*-null, designated as *Pkd1*^*-/-*^, mutant littermates were investigated at the embryonic ages 14 (E14.5) and 17 (E17.5). The kidneys were fixed in 4% paraformaldehyde overnight, paraffin-embedded, and stained with hematoxylin and eosin. The sections were visualized with a Nikon Eclipse 80i microscope and photographed with a Qimaging Retiga 2000R Fast 1394 camera using NIS-Elements Basic Research 2.34 software (Micro Video Instruments, Avon, MA).

### Total RNA extraction and Microarrays

Total RNA was extracted from embryonic kidneys at, E14.5 and E17.5, using the Qiagen miRNeasy Mini kit (Qiagen, Valencia, CA). Three pairs of kidneys at E14.5 and E17.5 were processed. Each pair was analyzed separately. The integrity and purity of the mRNA samples were assessed prior to hybridization using Bioanalyser 2100 with mRNA Nanochips (Agilent Technologies). RNA hybridization was performed, and gene expression profiles were determined using Illumina Mouse Sentrix 6 version 2 Beadchips. The data extraction was performed by using an Illumina Bead Studio V3.1.3.0 software with the output being raw, non-normalized bead summary values.

The raw data matrix extracted from Beadstudio was uploaded in Bioconductor R version 2.9.1 for downstream analysis. The raw data were read using the beadarray package available through the Bioconductor project. The raw intensities were background adjusted by the Subtract method. The log2 summarized data were quantile normalized. The limma package [26] with empirical Bayes method was used to assess the differentially expressed genes.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE24352 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24352).

### Gene set enrichment analysis and Gene Ontology enrichment analysis

Gene set enrichment analysis (GSEA) (http://www.broad.mit.edu/gsea/) was used to identify potential gene pathways and key transcription factors (TFs) that may modulate cystogenesis (Figure 1). The GSEA C2 database (curated gene sets from BioCarta, KEGG, Signaling Pathway database, Signaling Gateway, Signal Transduction Knowledge Environment, Human Protein Reference database, GenMAPP, Sigma-Aldrich Pathways, Gene Arrays, BioScience Corp., Human Cancer Genome Anatomy Consortium database) that includes well-studied metabolic and signaling pathways and published microarray data sets was used for pathway analysis. The GSEA C3 database containing shared and evolutionarily conserved TF binding motifs defined by the TRANSFAC database was used for TF analysis. The description of each gene set can be found on the GSEA Molecular Signatures Database website: http://www.broad.mit.edu/gsea/msigdb/index.jsp Enrichment of Gene Ontology (GO) categories (Figure 1) in the differentially expressed genes was determined using Bioconductor's GOstats package [27] for both up- and down-regulated genes.

**Figure 1:**
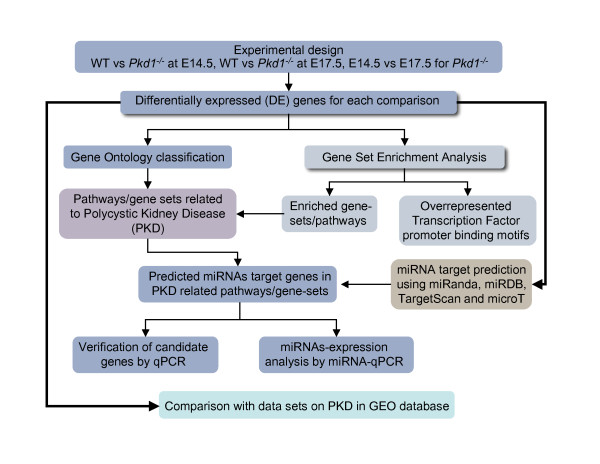
**Schematic representation of combinatorial approach identifying genes, molecular pathways and target miRNAs in ADPKD**. mRNA expression profilings at E14.5 and E17.5 were analysed by limma package in Bioconductor R. Differentially expressed (DE) genes were obtained for comparisons- Mutant vs. WT at E14.5, at E17.5 and E14.5 vs E17.5 for mutants. Gene Ontology (GO) was used to compare the dominant biological processes in mutant and WT at each time point. Gene set enrichment analysis (GSEA) was performed to identify gene pathways associated with PKD progression and renal cyst growth; and to search for overrepresented TF promoter binding motifs among DE genes. Target miRNAs for DE genes at each comparison were predicted using TargetScan, miRanda, miRDB and microT and results were overlapped using Perl scripts. A subset of DE genes associated with PKD (as revealed from GO and GSEA analysis) and targeted by miRNAs (revealed by target prediction tools), was selected for verification by qPCR. miRNAs predicted to target DE genes by atleast two tools, were selected for verification by qPCR. Additionally, comparison of DE genes with other data sets on ADPKD were performed to derive set of pathways core to ADPKD.

### Comparison with other datasets on ADPKD

Two datasets on ADPKD with mutation in *Pkd1, Pkd1*^*L3/L3 *^[28] and human ADPKD [29] were obtained from the GEO database (http://www.ncbi.nlm.nih.gov/geo/; [30]). Raw data were log2 summarized and quantile normalized. The limma package [26] with empirical Bayes method was used to assess the differentially expressed genes between mutants and controls. These were compared with the differentially expressed genes obtained in comparisons using custom written Perl scripts.

### miRNA prediction

As shown in Figure 1, a combinatorial strategy was used where target miRNAs were predicted for the differentially expressed genes using four algorithms, TargetScan (http://www.targetscan.org/; [31]), miRanda (http://www.microrna.org/; [32]), miRDB (http://mirdb.org/miRDB/; [33]) and microT (http://diana.cslab.ece.ntua.gr/microT/; [34]). To identify the miRNAs commonly predicted by two or more algorithms, results were intersected (Additional file 1) using custom written Perl scripts (Additional file 2).

### Quantitative real-time PCR

Total RNA was extracted from *Pkd1*^*-/- *^and WT kidneys. Three independent biological replicates (different from those used for microarrays) were used and all reactions were run in duplicates for all the expression analysis of genes and miRNAs. For all the quantitative real-time-PCR (qPCR) assays, the ABI PRISM 7300 Sequence Detection System was used. The comparative CT method was used to obtain relative quantitation of genes and miRNAs as per the manufacturer's protocol (Qiagen). For gene expression analysis, cDNA was made using Superscript III reverse transcriptase (Invitrogen). qPCRs were performed, using Power SYBR^® ^Green PCR Master Mix (Invitrogen). Primer sets for P2rx7, Cpeb3, Hdac9, Sox6, Ltbp1, Calcr, Pitx2, Fgfr3, Fgf10, Adam22, Ddx3y, F2rl2, Grap2, Edil3, Mysm1, Alg6 and Alg8 are available in Additional file 3. 18S rRNA was used as the endogenous control.

miRNA reverse transcription was performed using the TaqMan microRNA Reverse Transcription Kit and miRNA-specific primers (Applied Biosystems, Foster City, CA). Real-time TaqMan miRNA-assays were used to quantify miRNA expression using the TaqMan Master Mix and validated primer/probe sets (Applied Biosystems). miRNA levels were normalized to snoRNA-202. Cycling conditions for TaqMan PCR consisted of an initial incubation at 50°C for 2 min and 95°C for 15 sec and 60°C for 1 min.

## Results

### Pkd1^-/- ^mice model and design of experiment

To study the detailed changes in molecular profiles during the progression of ADPKD, we generated and compared gene expression profiles of *Pkd1*^*-/- *^embryonic kidneys and age-matched WT kidneys at two stages, E14.5 and E17.5 (Figure 1; Additional file 4). 

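The data came from 12 arrays in 4 groups of 3, from WT and Pkd1-/- mutant kidneys at E14.5 and at E17.5. Each array carried total RNA, isolated with the miRNeasy kit, from 1 pair of kidneys, and the 3 pairs of each group are the replicates. WT and mutant embryos were littermates, but the files pair no mutant with a WT embryo, so the groups were compared unpaired. The assay was an Illumina mouse whole-genome BeadChip, on which each probe is read from many beads and gets an intensity and a detection p against the negative control beads.

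The targeted gene itself was measured by 1 probe that was detected on all 12 arrays. Its log2 intensity was 6.66 ± 0.27 (mean ± SD, n = 3) in WT and 7.46 ± 0.30 (n = 3) in mutants at E14.5, a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.723 from limma). At E17.5 it was 7.10 ± 0.43 in WT and 7.73 ± 0.11 in mutants, a log2 fold change of 0.64 (standard error 0.22, adjusted p = 0.135). Neither difference passed the threshold of an adjusted p under 0.05, although the second passed it without E17.5 WT replicate 41 (log2 fold change 0.89, adjusted p = 0.0461). The text of the paper does not name the exons that the null allele lacks, so the probe cannot be placed against them.

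The sex of the embryos differed between replicates. Xist, the RNA that silences 1 X chromosome in females, had a log2 intensity of 12.08 in E14.5 WT replicate 57 and 12.37 in E14.5 mutant replicate 35, and 4.54 to 4.60 on the other arrays. The Y-linked gene Eif2s3y was at 4.67 and 4.57 on those same arrays and at 10.51 to 11.11 on the others. High Xist with low Eif2s3y was thus found on 1 array of each E14.5 group and on 0 arrays at E17.5. Of the other arrays, E17.5 WT replicate 2 stood apart in its liver markers, a list of plasma protein genes, with a mean log2 intensity of 11.85 against 7.17 and 8.06 in the other WT replicates and 6.51 to 6.84 in the mutants. E14.5 WT replicate 34 stood closer to the older kidneys than the rest of its age, with proximal tubule markers at a mean of 7.32 against 6.29 to 6.75.

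The authors deposited bead summary intensities without normalization, from BeadStudio, and a table of their normalized values on a linear scale, made by background subtraction and quantile normalization. The deposited intensities reach below 0, so a background had been subtracted already. Here they were corrected by limma's normexp method with the detection p, quantile normalized and put on a log2 scale. Between 19397 and 20290 of the 45281 probes (42.8% to 44.8%) had a detection p under 0.05 on an array. The lowest, median and highest numbers of such probes were 19598, 19851 and 20212 in WT and 19397, 20015 and 20239 in mutants at E14.5. At E17.5 they were 19512, 19883 and 20037 in WT and 19788, 20236 and 20290 in mutants. A probe was kept when detected on at least 3 arrays, and the brightest probe of each symbol stood for its gene, and a probe without a single symbol stood for itself, which left 11616 named genes and 3266 such probes, 14882 in all, and the counts of genes here include both. Values are log2 intensities with n = 3 arrays per group, and their precision is limited by that number.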

*Pkd1*^*-/- *^embryos develop rapidly progressive kidney cysts during embryogenesis, with null mutant kidneys showing no cysts at E14.5 and marked cystic changes by E17.5 (Figure 2). Unsupervised hierarchical clustering was able to discriminate WT and mutant kidney samples at both time points (Figure 3). 

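The E17.5 kidneys separated by genotype, with the 3 WT arrays on one branch and the 3 mutant arrays on the other at the first split. The E14.5 kidneys did not. Their first split set E14.5 WT replicate 34 apart from the other 5 arrays, which mixed both genotypes. That replicate also had the highest loop of Henle markers of its age, with a mean log2 intensity of 7.62. The trees used complete linkage on euclidean distance over all 14882 genes and unnamed probes, each standardized across the arrays, and not only genes called different, since such a choice separates the groups by construction.

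At E17.5 the same split into genotypes was found with 1 minus Pearson correlation as the distance, with the 1000 most variable genes, and without the sex chromosome genes. It was not found with average linkage, where E17.5 WT replicate 41 stood alone, or with the authors' normalized values, where E17.5 mutant replicate 12 did. At E14.5 the genotypes separated under none of the 6 settings, and with Pearson correlation or the 1000 most variable genes the first split held WT replicate 34 with mutant replicate 35.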

At the same time, the cluster analysis was also able to distinguish changes between E14.5 and E17.5 kidneys (Figure 3). 

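Age was the first division among all 12 arrays. One branch held the 6 arrays of E14.5 kidneys and the other the 6 arrays of E17.5 kidneys, whatever their genotype, and this held under each of the 6 settings of the clustering. Divided into 4 clusters, the tree matched the 4 groups of kidneys under none of these settings. The correlations of E14.5 WT replicate 34 with the single E17.5 WT arrays across genes had a mean of 0.959, against 0.933 to 0.949 for the other E14.5 arrays, yet it joined the E14.5 branch.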

Table 1 shows a summary of number of differentially expressed genes and pathways for all of the comparisons. Genes showing a greater than 2-fold difference in expression between WT and mutant kidneys at E14.5 as well as at E17.5 (empirical Bayes moderated t-statistic, unequal variance, uncorrected p-value ≤0.05), were considered to be differentially expressed whereas in the comparisons of WT kidneys at E14.5 vs E17.5 and *Pkd1*^*-/- *^kidneys at E14.5 vs E17.5, genes with ≥ 2-fold difference in expression at p-value ≤0.05 (corrected for multiple testing by Benjamini-Hochberg method) were considered as differentially expressed. 

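At E14.5 few genes differed between mutant and WT kidneys, and those that did lie on 1 chromosome. Of 14882 genes and unnamed probes, 8 passed an adjusted p under 0.05 from limma, 4 higher and 4 lower in mutants, and all 7 with a symbol lie on chromosome 17, which also carries Pkd1. Abhd16a, a lipid hydrolase, fell from 11.09 ± 0.07 to 6.13 ± 0.18 (mean ± SD of log2 intensity, n = 3 each), a log2 fold change of -4.96 (standard error 0.14, adjusted p = 4.77e-09). Msh5, a meiotic mismatch repair gene, fell at least 2.18-fold (adjusted p = 0.00251), where the bound stands because mutants were near background. Enpp5 fell by a log2 fold change of -1.82 (adjusted p = 0.0255) and Psmb9, an immunoproteasome subunit, by at least 1.55-fold (adjusted p = 0.0230). H2-Q5, a histocompatibility gene, rose (log2 fold change 2.01, standard error 0.28, adjusted p = 0.0255). Ly6g6c rose at least 1.51-fold (adjusted p = 0.00438), and Mpig6b, a platelet receptor, had a log2 fold change of 0.67 (adjusted p = 0.0230). At E17.5 Abhd16a, Enpp5, Psmb9 and Ly6g6c were called in the same direction, with adjusted p = 3.61e-09, 0.00614, 5.93e-05 and 0.00158, and H2-Q5, Msh5 and Mpig6b were not (adjusted p = 0.420, 0.0648 and 0.159).

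Genes with the next smallest p and groups apart missed the threshold. Of these H2-Ea, another histocompatibility gene of chromosome 17, was at least 1.56-fold higher (adjusted p = 0.0755), while log2 fold changes were 1.17 (adjusted p = 0.177) for H2-T23, 1.12 (adjusted p = 0.204) for H2-Q6, 0.97 (adjusted p = 0.248) for Zfp870, 0.83 (adjusted p = 0.130) for Cenpq, a kinetochore gene, 0.62 (adjusted p = 0.0862) for Chpf, which extends chondroitin, and 0.57 (adjusted p = 0.177) for Grm4, a glutamate receptor. In the other direction H2-D1, also of chromosome 17, stood at -1.05 (adjusted p = 0.196) by its brightest probe, and another of its 4 probes stood at 0.68 (unadjusted p = 6.93e-05), so its direction depends on the probe. The chromosome is given here only for H2-Ea and H2-D1, so this list does not show how the other genes spread over the genome. Sapcd1 stood at -0.98 (adjusted p = 0.118), Tmem63b at -0.72 (adjusted p = 0.0862), Ddah2 at -0.44 (adjusted p = 0.248), Cdc37l1 at -0.42 (adjusted p = 0.148) and Car3, a carbonic anhydrase, at -1.07 (adjusted p = 0.0862). Car3 passed without E14.5 mutant replicate 35 (adjusted p = 0.00590), H2-Ea without WT replicate 58 (0.0163) or mutant replicate 59 (0.0400), and H2-Q6 and Tmem63b without WT replicate 34 (0.0249 and 0.0431).

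Without 1 array the count of called genes at E14.5 lay between 4 and 11. It was 5 without E14.5 mutant replicate 35, 4 without mutant replicate 59 or 65, and 5 without E17.5 mutant replicate 12 or 40. Abhd16a, Msh5 and Ly6g6c kept their calls without any 1 array. Enpp5 missed the threshold without E14.5 WT replicates 34 and 57 (adjusted p = 0.0771 and 0.0973), E14.5 mutant replicates 35, 59 and 65 (0.0734, 0.159 and 0.118) and E17.5 mutant replicates 12 and 40 (0.0523 and 0.0626), and under 6 of 15 other settings (adjusted p up to 0.966). H2-Q5 missed the threshold without E14.5 WT replicate 57 (adjusted p = 0.0967), E14.5 mutant replicates 35, 59 and 65 (0.0822, 0.0625 and 0.0910), E17.5 WT replicates 2, 38 and 41 (0.0606, 0.0584 and 0.0728) and E17.5 mutant replicates 12, 40 and 42 (0.0542, 0.0626 and 0.0553), and under 6 of 14 other settings (adjusted p up to 0.999). Mpig6b missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0558, 0.0967 and 0.0519) and E14.5 mutant replicates 35, 59 and 65 (0.0822, 0.0625 and 0.111), and under 5 of 15 other settings (adjusted p up to 0.651). Psmb9 missed the threshold without E14.5 WT replicates 57 and 58 (adjusted p = 0.0967 and 0.0652) and E14.5 mutant replicates 35, 59 and 65 (0.0822, 0.0625 and 0.0910), and under 3 of 14 other settings (adjusted p up to 0.966). At an unadjusted p under 0.05 there were 476 genes, and the groups did not overlap for 9.12% of all genes, where chance gives 10%. At the thresholds of the study (unadjusted p of at most 0.05 and at least 2-fold) 27 genes passed, 14 higher and 13 lower, and 41, 41 and 42 without E14.5 WT replicate 34, WT replicate 58 and mutant replicate 35.

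At E17.5 far more genes differed between the genotypes, and the largest differences were falls. Of the 10 genes that fell most in mutants, Kap, Miox, Slc5a10, G6pc and Dpep1 belong to the proximal tubule. Abhd16a, which lies on chromosome 17 and was called lower at E14.5, was called lower at this age too. Ctsc, a lysosomal protease, fell by 3.14 in log2 (adjusted p = 7.48e-08), Haao, an enzyme of tryptophan breakdown, by at least 5.05-fold (adjusted p = 1.53e-07), and Wdr46 by 2.63 in log2 (adjusted p = 0.0127). Ttr, a plasma protein made in liver, fell by 2.70 (adjusted p = 0.0356), with the liver markers highest in E17.5 WT replicate 2.

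Other genes rose in E17.5 mutants. Bst1, a surface enzyme that makes cyclic ADP-ribose, rose at least 4.46-fold (adjusted p = 2.44e-05), H2-Ea at least 2.37-fold (adjusted p = 1.55e-04) and Klrg2 at least 1.82-fold (adjusted p = 4.07e-04). H2-K1, which presents peptides to T cells, had a log2 fold change of 1.77 (adjusted p = 4.07e-04) by the brighter of its 2 probes and of -3.32 by the other (adjusted p = 3.40e-06 over all kept probes), so its direction depends on the probe. H2-Q6 had one of 1.33 (adjusted p = 0.00880). H2-Ea and H2-K1 lie on chromosome 17, which carries Pkd1. So did 29 of the 366 called genes with a known chromosome at this age, 7.92% against 4.88% of those tested. Ldc1 stood at 1.78 (adjusted p = 1.55e-04), Nat8f2 at 1.64 (adjusted p = 0.00117), Ly6f at 1.40 (adjusted p = 1.56e-04) and Pcdh7, a protocadherin, rose 2.84-fold (adjusted p = 0.00249). Cyp27b1, which makes the active form of vitamin D, had 1.38 (adjusted p = 0.0429). Without background correction and with plain subtraction Nat8f2 (adjusted p = 0.115 and 0.111) and Klrg2 (0.0829 and 0.0854) were not called. Both settings start from the same deposited values, already background-subtracted, and differ only in the order of steps. With the mean of its probes H2-K1 turned to a log2 fold change of -0.78, and H2-Q6 was not called when probes detected on all 12 arrays were required (log2 fold change 0.16, adjusted p = 0.592).

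In all, 471 of 14882 genes and unnamed probes passed, 264 higher and 207 lower in mutants, and 88 of them by at least 2-fold. The groups of every called gene did not overlap, which held for 24.2% of all genes against a chance share of 10%. At the study's thresholds 142 genes passed, 36 higher and 106 lower, and with the authors' value table 103 higher and 91 lower. The balance among the 471 turned with cyclic loess (155 higher, 186 lower), with the 6 arrays of that age alone (69 and 119) and without E14.5 WT replicate 57, E14.5 mutant replicate 59 or 65, or any of the 3 E17.5 mutant arrays. The count of 471 fell to 287 without E14.5 WT replicate 58, 277 and 261 without E14.5 mutant replicates 59 and 65, 188 and 257 without E17.5 WT replicates 2 and 41, and 226, 134 and 291 without E17.5 mutant replicates 12, 40 and 42. With the 6 arrays of one age alone it was 188, and with a separate variance for each gene it was 0. Cyp27b1 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0518, 0.0551 and 0.0658), E14.5 mutant replicates 35, 59 and 65 (0.0606, 0.0626 and 0.0660), E17.5 WT replicates 2, 38 and 41 (0.109, 0.0839 and 0.0953) and E17.5 mutant replicate 12 (0.0736), and under 8 of 13 other settings (adjusted p up to 0.537). Ttr missed the threshold without E14.5 mutant replicate 59 (adjusted p = 0.0509), E17.5 WT replicates 2 and 41 (0.111 and 0.0672) and E17.5 mutant replicates 12, 40 and 42 (0.0561, 0.118 and 0.0916), and under 7 of 14 other settings (adjusted p up to 0.399). Wdr46 missed the threshold without E17.5 mutant replicate 40 (adjusted p = 0.0551), and under 1 of 15 other settings (adjusted p up to 0.199).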

The expression of 454 genes was significantly changed between WT and mutant kidneys at E14.5 (Table 1, Additional file 5) whereas 884 genes were significantly changed at E17.5 between WT and mutant kidneys (Table 1, Additional file 6). 

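Between E14.5 and E17.5 the embryonic globins Hbb-y, Hba-x and Hbb-bh1 were among the genes that fell most, in both genotypes. Hbb-y fell in WT with a log2 fold change of -7.73 (adjusted p = 6.25e-07) and in mutants with -7.02 (adjusted p = 1.90e-06). Hba-x fell by at least 9.91-fold in WT (adjusted p = 6.36e-06) and had a log2 fold change of -4.27 (adjusted p = 6.12e-06) in mutants, and Hbb-bh1 fell by at least 3.62-fold in WT (adjusted p = 2.88e-05) and 5.63-fold in mutants (adjusted p = 1.37e-05). Car3, a carbonic anhydrase, fell by at least 7.59-fold and 3.74-fold (adjusted p = 1.30e-07 and 2.03e-06). Zfp985 fell by at least 6.55-fold in WT (adjusted p = 0.00429), and Myl1, a muscle light chain, fell in mutants (-3.09, adjusted p = 0.00211).

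Among the genes that rose most in WT were Kap (at least 37.0-fold, adjusted p = 4.50e-06), Slc5a10 (at least 36.4-fold, adjusted p = 1.00e-07), Serpina6, the corticosteroid carrier (at least 24.2-fold, adjusted p = 3.55e-08), Umod, made by the loop of Henle (log2 fold change 5.39, adjusted p = 1.86e-06), and Ttr (5.97, adjusted p = 2.06e-05). Liver markers as a list rose in WT as well, with a median log2 fold change of 2.98 (adjusted p = 0.00466, and 0.391 with an estimated correlation as adjusted p), with E17.5 WT replicate 2 the highest and a median of 1.22 without it (adjusted p = 0.00410). In mutants the genes with the largest rise were Klk1, a kallikrein of the distal tubule (5.11, adjusted p = 2.07e-05), Aqp2, the water channel of the collecting duct (at least 15.2-fold, adjusted p = 2.04e-08), Gsdmc3 (4.68, adjusted p = 6.94e-05), Serpina6 (at least 15.5-fold, adjusted p = 2.45e-07) and Spp2 (4.57, adjusted p = 3.63e-04).

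At an adjusted p under 0.05 from limma, 6494 of 14882 genes and unnamed probes changed with age in WT, 3002 up and 3492 down, and 6409 in mutants, 3229 up and 3180 down. The balance depends on the scaling between arrays: it was 1943 up and 3727 down in WT with median scaling and 3670 and 2698 with cyclic loess, and 2580 and 2065, and 3782 and 2670, in mutants. The groups did not overlap for 53.0% and 56.1% of all genes, where chance gives 10%. With at least 2-fold as well, the study's second threshold, 1306 genes passed in WT (960 up, 346 down) and 1292 in mutants (901 up, 391 down).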

The comparison of E14.5 and E17.5 WT kidneys yielded 1189 differentially expressed genes (Additional file 7) whereas 2287 genes were differentially expressed in comparison of *Pkd1*^*-/- *^kidneys at E14.5 vs E17.5 (Table 1, Additional file 8). Comparing differentially expressed genes observed in *Pkd1*^*-/- *^at E14.5 vs E17.5 (2287 genes) and in WT at E14.5 vs E17.5 (1189 genes) identified genes that were specifically changing during development in diseased (Additional file 9) or healthy conditions (Additional file 10) as shown in Figure 4. This comparison also indicated genes that were regulated during aging from E14.5 to E17.5 regardless of the genotype (Figure 4; Additional file 11). These results indicate that maturation accounted for the greatest number of changes in gene expression, more so than the cyst formation. Nevertheless, 1397 genes (Additional file 9) could be identified for which changes in gene expression levels were specific for *Pkd1*^*-/- *^kidneys. Thus, this analysis served to identify a set of genes specifically changing in PKD that can yield insights about the regulation of gene expression during cystogenesis.

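Most genes past the study's age thresholds in 1 genotype moved the same way in the other. Of the genes that passed an adjusted p of at most 0.05 and at least 2-fold between the ages, 887 passed in both genotypes, 405 in mutants only and 419 in WT only. Of the 405, 402 changed in the same direction in WT, 333 had an adjusted p under 0.05 there, and their median log2 change was 1.17 in mutants and 0.80 in WT. Of the 419, 410 changed in the same direction in mutants and 307 had an adjusted p under 0.05 there. The test of the difference itself, the interaction of genotype and age in limma, was passed by 5 of the 405 genes and 10 of the 419. Both sets grew as the fold minimum was lowered, the first to 961 genes at 1.5-fold and 1632 with no minimum, and the second to 1039 and 1717.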

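Genes of the tubules rose with age in both genotypes, and genes of dividing cells and of nephron progenitors fell. Of 32 proximal tubule markers measured, 29 rose and none fell, or 30 higher adjusted over the list alone, in WT. In mutants 26 rose and none fell, or 27 higher adjusted over the list alone. The list was called in WT and in mutants (median log2 fold changes 2.77 and 2.02, adjusted p = 3.30e-18 and 4.40e-11, and adjusted p = 0.162 and 0.335 with an estimated correlation). Of 18 markers of the collecting duct and ureteric trunk, 16 rose and none fell, or 17 higher adjusted over the list alone, in WT, and 17 rose and none fell, or 17 higher adjusted over the list alone, in mutants (median log2 fold changes 1.32 and 1.13, adjusted p = 1.07e-09 and 9.45e-09, and adjusted p = 0.207 and 0.335 with an estimated correlation). Of 22 cell cycle genes, 18 fell and none rose, or 20 lower adjusted over the list alone, in WT, and 17 fell and none rose, or 18 lower adjusted over the list alone, in mutants (median log2 fold changes -0.72 and -0.62, adjusted p = 2.04e-07 and 4.16e-07, and adjusted p = 0.207 and 0.335 with an estimated correlation). Of 12 nephron progenitor markers, 1 rose and 9 fell, or 1 and 9 adjusted over the list alone, in WT, and 1 rose and 8 fell, or 1 and 9 adjusted over the list alone, in mutants (median log2 fold changes -0.54 and -0.73, adjusted p = 0.00999 and 0.00719, and adjusted p = 0.183 and 0.335 with an estimated correlation).

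Over all genes the age changes of WT and mutants correlated at 0.879, a relation across genes, which are not independent replicates. Of 4777 genes called with age in both genotypes, 4765 moved in the same direction. The lists were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01 between its genes.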

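Of the 405 genes past the study's age thresholds in mutants alone, 5 also passed the test of the difference between the genotypes, and all 5 rose more in mutants. All 5 were below background on the 6 arrays of E14.5, so their rises with age are given as bounds. Bst1 rose at least 4.50-fold in mutants and was below background in WT at both ages (adjusted p = 0.00106 for the difference, from limma's interaction), and Klrg2 rose at least 1.84-fold and was below background in WT as well (adjusted p = 0.0146). Ly6f rose at least 2.52-fold in mutants (adjusted p = 0.00612) and Nat8f2, of a family of acetyltransferases, at least 3.09-fold (adjusted p = 0.0438), and neither lay far enough above background in WT for a bound. B4galnt2, which makes the Sda blood group sugar, rose at least 2.47-fold in mutants and at least 1.22-fold in WT (adjusted p = 0.0379). At E17.5 the genotypes differed by log2 fold changes of 1.40 for Ly6f, 1.64 for Nat8f2 and 1.01 for B4galnt2. Bst1 and Ly6f kept the call of the difference without any 1 array. Klrg2 missed the threshold without E14.5 WT replicate 58 (adjusted p = 0.0524) and E14.5 mutant replicates 35 and 65 (0.0506 and 0.0638), and under 5 of 13 other settings (adjusted p up to 0.478). Nat8f2 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0692, 0.0951 and 0.114), E14.5 mutant replicates 35, 59 and 65 (0.0910, 0.119 and 0.116), E17.5 WT replicates 2, 38 and 41 (0.0949, 0.0920 and 0.0618) and E17.5 mutant replicate 12 (0.0520), and under 8 of 12 other settings (adjusted p up to 0.651). B4galnt2 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0503, 0.0843 and 0.125), E14.5 mutant replicates 35, 59 and 65 (0.0624, 0.119 and 0.121), E17.5 WT replicates 2 and 38 (0.0949 and 0.0920) and E17.5 mutant replicates 12 and 40 (0.0655 and 0.108), and under 6 of 12 other settings (adjusted p up to 0.651).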

**Figure 2:**
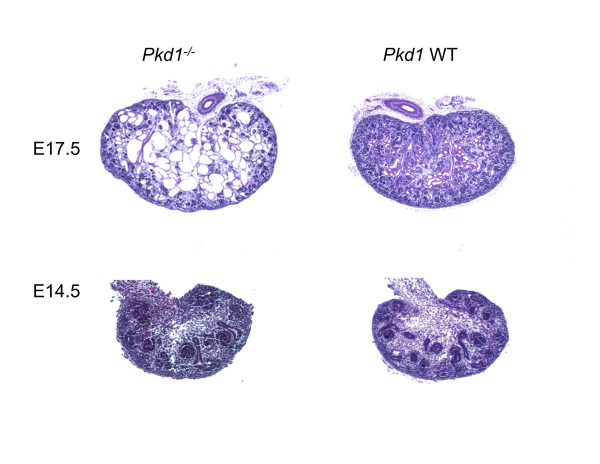
**Pathology of *Pkd1*^*-/- *^mouse model at embryonic ages: E14.5 and E17.5**. At E14.5 the mutant and WT kidneys are similar. Kidney development in *Pkd1*^*-/- *^mutants appears to proceed normally until E15.5. By E17.5, the kidneys of *Pkd1*^*-/- *^mutants are filled with many large numbers of renal cysts. The rate of cyst development indicates aggressive disease in *Pkd1*^*-/- *^mutants. Hematoxylin/Eosin stained; Scale bar 20x.

**Figure 3:**
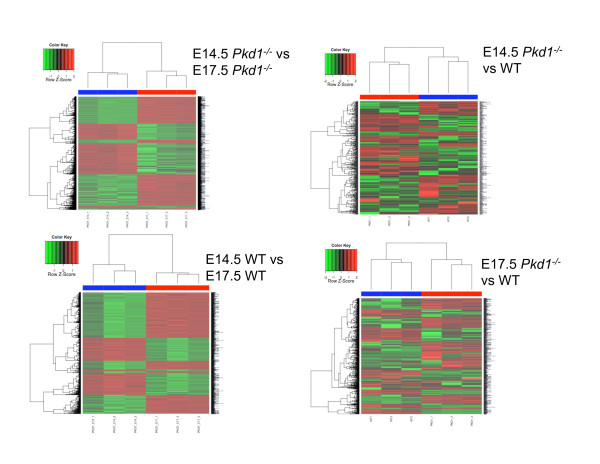
**Differential expression of gene in PKD and control animals**. Heatmap was produced using simultaneous clustering of rows and columns of the data matrix using complete linkage algorithm and a euclidean distance metric. Prior to clustering, values were transformed to zero (row-wise) mean and unit (row-wise) variance. The gene clustering tree is shown on the left and the sample clustering tree is shown on the top. The samples are clustering broadly into two groups, wild type (WT) and PKD. The color scale shown at the right illustrates the relative expression level of the indicated gene across all samples: red denotes expression > 0 and green denotes an expression < 0. Genes shown here are from mRNA microarrays.

**Table 1:** Summary of all the analyses

			Mutant vs WT at E14.5	Mutant vs WT at E17.5	E17.5 Mutant vs E14.5 Mutant
1	Differentially expressed genes	Up-regulated in mutant	228	512	1284
		Down-regulated in mutant	226	372	1003

2	GO categories (Biological Processes) enrichment	Up-regulated in mutant	189	362	91
		Down-regulated in mutant	157	271	42

3	a) Curated pathways	Up-regulated in mutant	46	52	31
		Down-regulated in mutant	68	23	22

	b) Enriched TFs	Up-regulated in mutant	31	35	12
		Down-regulated in mutant	29	18	6

**Figure 4:**
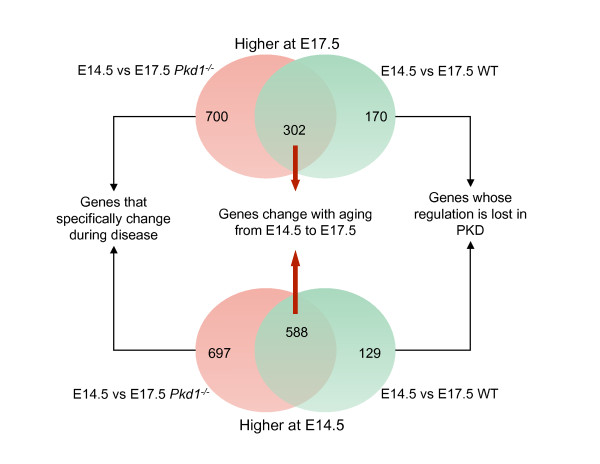
**Genes specific to aging and transition under healthy and diseased conditions**. Venn diagram shows genes that are specific to transition under healthy and diseased conditions as well as genes changing with aging from the embryonic age 14 to 17. The red circles show genes changing only in mutants and green circles show genes changing only in wild-types. The overlapped from both the comparisons yielded genes changing with aging and common to both mutants and wild-types.

### Profiling gene expression changes in Pkd1^-/- ^mutants at E14.5 and E17.5

At E14.5, *Pkd1*^*-/- *^mutants do not exhibit any cyst formation (Figure 2). Therefore gene expression changes at E14.5 may provide an indication of signaling pathways that cause cysts rather than being a consequence of cyst formation. 

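At E14.5, before cysts form, none of the 3 genes measured of a group of 7 that the study singles out at this age differed between mutant and WT kidneys at an adjusted p under 0.05. Wnt7b, a Wnt ligand of the ureteric bud, had a log2 intensity of 8.20 ± 0.26 in WT and 8.58 ± 0.16 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.38 (standard error 0.15, adjusted p = 1.00). The adhesion receptor Gpr116, whose current symbol is Adgrf5, had a log2 fold change of -0.03 (standard error 0.17, adjusted p = 1.00). The third, the secreted Wnt antagonist Frzb, did not pass either. P2rx7, an ATP-gated channel, was detected by 0 of its 5 probes on any of the 12 arrays, and Dvl3 and Gpr34 were not detected on any array either. Cer1, a secreted protein, was detected on 2 arrays, 1 of E17.5 WT and 1 of E17.5 mutant kidneys, which is under the minimum of 3 arrays. The study chose this group on these samples, so it is not independent evidence. Adjusted over the list alone, 0 of the 3 passed.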

Among the most interesting genes identified by microarrays were P2rx7, Cer1, Frzb, Wnt7b, Dvl3, Gpr34, and Gpr116. These genes are representative of calcium, Wnt and GPCR signaling, and their roles are discussed later.

*Pkd1*^*-/- *^mutant embryos show numerous large renal cysts at E17.5. Microarray analysis showed up-regulation of multiple developmental genes such as Bmp8b, Grem1, Mmp12, Sema3c, Sema4c and Sema6c and transcription factors (TFs)- Gli2, Foxo1, Foxp2, Hoxb8, Pou2f1 and Zbtb32 at E17.5 in *Pkd1*^*-/- *^mutant kidneys compared to WT. Many of these genes are essential for ureteric bud formation, outgrowth, and branching during kidney development. On the other hand, the expression of genes associated with the differentiation of specific nephron segments, such as Umod, Pck1, Fmo2, Slc12a3, Pvalb, and Angpt2 were down-regulated in the null mutants. These data suggest that *Pkd1*^*-/- *^mutants have failed to maintain nephron segment-specific transcriptional signatures. Additionally, we found changes in expression of genes previously related to cyst growth and progression such as components of MAPK and JAK/STAT signaling (these are detailed later in the following sections).

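Of the developmental genes and transcription factors named for E17.5, Gli2 and Zbtb32 rose in mutants. Gli2, an effector of hedgehog signaling, went from 9.11 ± 0.15 in WT to 9.59 ± 0.10 in mutants (mean ± SD of log2 intensity, n = 3 each), with a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.0422). Zbtb32, a zinc finger repressor, had a log2 fold change of 0.67 (standard error 0.12, adjusted p = 0.0175). Sema3c, a secreted semaphorin, stood at 0.11 (adjusted p = 0.802) and Foxo1, a forkhead factor, at -0.21 (adjusted p = 0.461). In the authors' normalized values the paper's folds of Gli2 and Foxo1 match those of other probes, detected on 2 and 9 of 12 arrays. Foxp2 was below background in both genotypes, so no fold is given. Bmp8b, Grem1, Mmp12, Sema4c and Hoxb8 were detected on 0 of 12 arrays, and Sema6c on 1.

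Markers of the early structures of the nephron were not called different as groups. Of 8 early nephron markers, none passed over all genes, and 2 higher and 0 lower did adjusted over the list alone (median log2 fold change 0.12, adjusted p = 0.402), with Jag1, a Notch ligand, at 0.63 (adjusted p = 0.0521). Of 12 nephron progenitor markers, none passed over all genes, and 0 higher and 1 lower did adjusted over the list alone (median log2 fold change 0.06, adjusted p = 0.975), and of 7 ureteric tip markers none passed, over all genes or adjusted over the list alone (median log2 fold change 0.07, adjusted p = 0.609). Of 5 genes measured of the 12 the study names, 2 rose and 0 fell, the same as when adjusted over the list alone, and as the study chose them on these samples the count is not independent evidence. Gli2 missed the threshold without E14.5 WT replicates 34 and 58 (adjusted p = 0.0503 and 0.0518), E14.5 mutant replicates 35, 59 and 65 (0.0522, 0.0621 and 0.0662), E17.5 WT replicates 2, 38 and 41 (0.125, 0.0676 and 0.0606) and E17.5 mutant replicates 12, 40 and 42 (0.109, 0.122 and 0.0659), and under 7 of 15 other settings (adjusted p up to 0.403). Zbtb32 missed the threshold without E17.5 WT replicates 2 and 41 (adjusted p = 0.0623 and 0.0562) and E17.5 mutant replicates 12 and 40 (0.0551 and 0.0593), and under 5 of 13 other settings (adjusted p up to 0.455). Sema3c passed with the mean of its probes (log2 fold change 0.61, adjusted p = 0.0433), and Jag1 without E14.5 WT replicate 34 (adjusted p = 0.0317) or 57 (0.0447).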

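Of 6 genes named for nephron segments, 5 were measured, and 3 of them fell in E17.5 mutants. Umod, the most abundant protein of normal urine and a product of the loop of Henle, fell from 11.40 ± 0.19 in WT to 9.81 ± 0.52 in mutants (mean ± SD of log2 intensity, n = 3 each), with a log2 fold change of -1.59 (standard error 0.36, adjusted p = 0.0396). Pvalb, a calcium-binding protein of the distal tubule, fell from 8.79 ± 0.32 to 7.31 ± 0.49 (log2 fold change -1.48, standard error 0.21, adjusted p = 0.00444). Pck1, which catalyzes the first committed step of gluconeogenesis, fell from 6.65 ± 0.40 to 5.40 ± 0.29 (log2 fold change -1.25, standard error 0.19, adjusted p = 0.00490). Pck1 was detected on 1 of 3 E17.5 mutant arrays, so the size of this fall depends on the background. Slc12a3, the salt transporter of the distal tubule, stood at -0.40 (adjusted p = 0.0543) and Angpt2, a ligand of the endothelial receptor Tek, at -0.26 (adjusted p = 0.221). Fmo2 was detected on 0 of 12 arrays.

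Of 8 distal tubule markers fixed beforehand, 1 fell and none rose, or 2 lower adjusted over the list alone (median log2 fold change -0.15, adjusted p = 0.0669). Pvalb and Slc12a3 are on this list and are also named by the study, so the list is not wholly independent of it. The list passed with fry (adjusted p = 0.0298) and without E17.5 WT replicate 41 (adjusted p = 0.0267) and E17.5 mutant replicate 42 (0.0481). Of the 5 named genes measured, 5 were lower when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Umod missed the threshold without E14.5 mutant replicates 35, 59 and 65 (adjusted p = 0.0531, 0.0564 and 0.0624), E17.5 WT replicates 2, 38 and 41 (0.105, 0.0636 and 0.101) and E17.5 mutant replicates 12 and 40 (0.111 and 0.0956), and under 9 of 14 other settings (adjusted p up to 0.422). Without background correction and with plain subtraction Pvalb (adjusted p = 0.282 and 0.278) and Pck1 (0.242 and 0.239) were not called, while Slc12a3 was called under 5 settings, the lowest adjusted p being 0.0223 with array weights, and Angpt2 with array weights (adjusted p = 0.0284).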

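E17.5 mutant kidneys had lower levels of genes of the proximal tubule, the loop of Henle and the intercalated cells, while those of the collecting duct and the podocytes were not called as lists. Of 32 proximal tubule markers, 7 fell and none rose, or 12 lower adjusted over the list alone (median log2 fold change -0.55, adjusted p = 2.70e-11, and adjusted p = 0.221 with an estimated correlation). Kap, a protein of proximal tubule cells, fell from 10.70 ± 0.30 in WT to 6.42 ± 1.32 in mutants (mean ± SD of log2 intensity, n = 3 each), with a log2 fold change of -4.28 (standard error 0.47, adjusted p = 6.79e-04). Miox, the first enzyme of inositol breakdown, fell from 9.61 ± 0.65 to 5.42 ± 0.06 (log2 fold change -4.19, standard error 0.27, adjusted p = 9.29e-06), and Dpep1, a brush border dipeptidase, from 8.44 ± 0.33 to 5.88 ± 0.11 (log2 fold change -2.56, standard error 0.15, adjusted p = 2.89e-06). G6pc, which releases glucose from glucose 6-phosphate, had a log2 fold change of -2.94 (adjusted p = 2.44e-05). Of the 3 E17.5 mutant arrays, Miox and G6pc were detected on 1 and Kap on 2, so the sizes of these falls depend on the background. The sugar transporter Slc5a10, not on the list, fell from 10.68 ± 0.16 to 7.68 ± 0.62 (log2 fold change -3.00, standard error 0.26, adjusted p = 1.30e-04).

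Of 10 loop of Henle markers, 1 fell and none rose, or 1 lower adjusted over the list alone (median log2 fold change -0.50, adjusted p = 0.00123, and adjusted p = 0.426 with an estimated correlation). Umod, which the study also names as lower, was the gene called. Bsnd, a chloride channel subunit, stood at -0.81 (adjusted p = 0.170) and Cldn19, a tight junction protein, at -0.72 (adjusted p = 0.156). Of 8 markers of intercalated cells, which secrete acid or base, 4 fell and none rose, or 7 lower adjusted over the list alone (median log2 fold change -0.76, adjusted p = 1.80e-06, and adjusted p = 0.164 with an estimated correlation). Slc4a1, the anion exchanger, fell with a log2 fold change of -1.85 (standard error 0.33, adjusted p = 0.0152), and Car15, a carbonic anhydrase, with a log2 fold change of -1.19 (standard error 0.22, adjusted p = 0.0188). Of 18 collecting duct and ureteric trunk markers, 1 rose and 0 fell, or 3 and 2 adjusted over the list alone (median log2 fold change -0.06, adjusted p = 0.562), and of 12 podocyte markers none passed, over all genes or adjusted over the list alone (median log2 fold change 0.00, adjusted p = 0.583).

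Liver markers were lower in E17.5 mutants as well (median log2 fold change -2.40, adjusted p = 1.79e-04, and adjusted p = 0.426 with an estimated correlation), and they were highest in E17.5 WT replicate 2, without which their median log2 fold change was -0.63 (adjusted p = 6.22e-04). With fry the loop of Henle (adjusted p = 0.146) and liver (0.154) lists were not called. Without that replicate the 3 segment lists kept their calls, with median log2 fold changes of -0.57 for the proximal tubule, -0.37 for the loop of Henle and -0.70 for the intercalated cells. Slc4a1 missed the threshold without E17.5 mutant replicates 12 and 40 (adjusted p = 0.0550 and 0.0576), and under 3 of 15 other settings (adjusted p up to 0.477). Car15 missed the threshold without E17.5 WT replicates 2 and 41 (adjusted p = 0.0540 and 0.0633) and E17.5 mutant replicates 12 and 40 (0.0639 and 0.0557), and under 4 of 14 other settings (adjusted p up to 0.351). Without background correction Miox (adjusted p = 0.0636) and Slc5a10 (0.127) were not called. Bsnd passed without E14.5 WT replicate 34 (adjusted p = 0.0431). From lower levels of segment genes, beside higher levels of developmental genes, the paper proposes that the mutants did not keep the transcriptional signatures of the nephron segments.

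**Figure D1:**
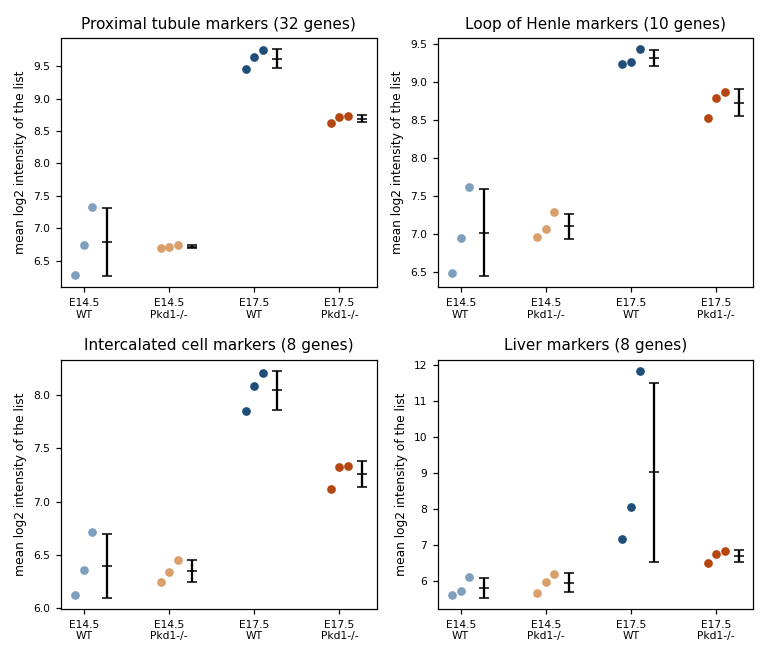
Mean log2 intensity of the markers of the proximal tubule, loop of Henle, intercalated cells and liver on each of the 12 arrays, by genotype and age. Each dot is 1 array and each bar the mean ± SD of 3. Proximal tubule markers are at 9.46 to 9.75 in E17.5 WT kidneys and at 8.62 to 8.73 in E17.5 mutants.

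**Figure D2:**
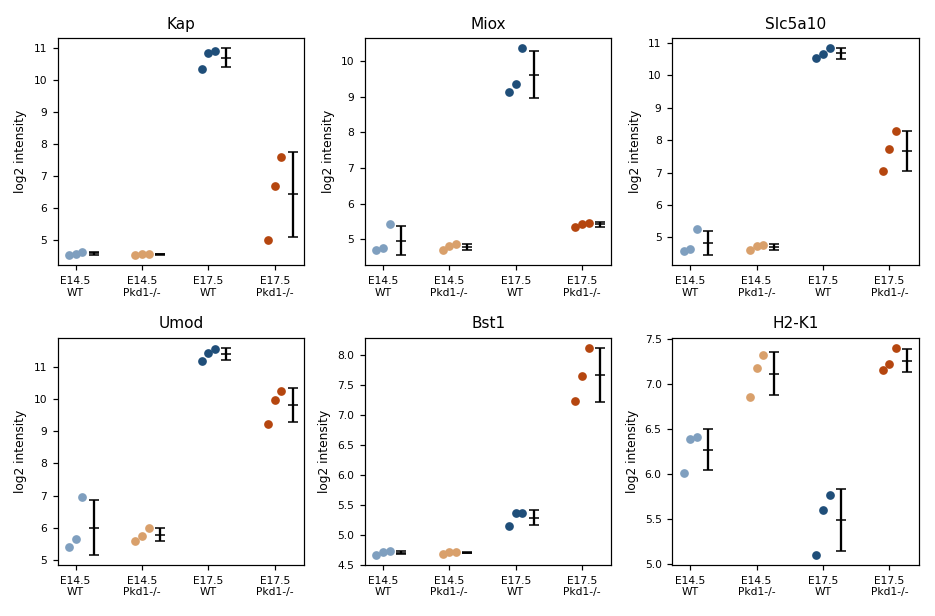
Log2 intensity of Kap, Miox, Slc5a10, Umod, Bst1 and H2-K1 on each of the 12 arrays, by genotype and age, each by its brightest probe (the other probe of H2-K1 fell at E17.5), with dots for single arrays and bars for the mean ± SD of 3. Miox is at 9.12 to 10.36 in E17.5 WT kidneys and at 5.35 to 5.47 in E17.5 mutants.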

### Gene pathway analysis using GO term enrichment and Gene Set Enrichment Analysis

Gene Ontology (GO) and Gene Set Enrichment Analysis (GSEA; http://www.broad.mit.edu/gsea/) are two bioinformatics approaches to identify pathways involved in specific biological processes such as development and disease. GO term enrichment uses association of Gene Ontology terms to genes in a selected gene list. This method discovers what a set of genes may have in common by examining annotations and finding significant shared GO terms whereas GSEA determines whether a known set of genes shows statistically significant, concordant differences between two biological conditions, e.g. WT and *Pkd1*^*-/-*^.

Table 2 and Additional file 12 show the number of enriched GO terms associated with up- and down-regulated genes for each comparison. Of the 1892 gene sets tested in GSEA, we found that 117 (46 up- and 71 down-regulated) pathways at E14.5 and 75 (52 up- and 23 down-regulated) pathways at E17.5 were dysregulated in the mutants. We defined overrepresented pathways by a nominal (NOM) p-value ≤ 0.05. Table 3 and Additional file 13 show enriched gene sets in mutants for up- and down-regulated genes at E14.5 and E17.5. Some pathways may be represented by multiple independent gene sets.

**Table 2:** GO category enrichment: Biological Processes - overrepresented

Mutant at E14.5	Mutant at E17.5
***Up-regulated***	

Establishment or maintenance of apical/basal cell polarity	Calcium-mediated signaling
Vesicle localization	Programmed cell death
Cytosolic calcium ion transport	Negative regulation of transcription
Calcium ion transport into cytosol	Cell development
Blood vessel development	Cell motion
Vasculature development	Apoptosis
Tube development	Notch signaling pathway
Renal water transport	Cell cycle arrest
cAMP catabolic process	Transforming growth factor beta receptor signaling pathway
Fibroblast growth factor receptor signaling pathway	Regulation of cell-cell adhesion
Renal system process involved in regulation of blood volume	Kidney development
Production of nitric oxide during acute inflammatory response	Cell migration
Extracellular matrix organization	Fluid transport
Vasopressin secretion	Extracellular polysaccharide biosynthetic process
Proteolysis	Wnt receptor signaling pathway
	Cell-cell adhesion mediated by integrin
	Fibroblast growth factor receptor signaling pathway
	

***Down-regulated***	

Wnt receptor signaling pathway, calcium modulating pathway	Positive regulation of cytokine secretion
Cell-cell signaling	Positive regulation of gene expression
G1/S transition of mitotic cell cycle	Positive regulation of MAP kinase activity
Carbon metabolism	Metabolic processes
Glycolysis	Cell motility
Amino acid metabolism	Developmental process
RNA splicing	DNA replication
Positive regulation of cell division	Antigen processing

**Table 3:** Differentially regulated gene sets in *Pkd1*^*-/- *^animals

a) E14.5		
***Up-regulated***		*NES*

HSA04630_JAK_STAT_SIGNALING_PATHWAY	JAK-STAT Pathway	1.34
NGUYEN_KERATO_DN	Notch Signaling	1.32
HSA04920_ADIPOCYTOKINE_SIGNALING_PATHWAY	Adipocytokine Signaling	1.3
HSA04210_APOPTOSIS	Apoptosis	1.13
WNT_TARGETS	Wnt Signaling	1.43
PARP_KO_UP	Genomic Integrity	1.27
RACCYCDPATHWAY	Cell Cycle	1.2
REN_E2F1_TARGETS	Cell Cycle	1.19

***Down-regulated***		

LYSINE_DEGRADATION	Amino Acid Metabolism	-1.76
PROPANOATE_METABOLISM	Carbohydrate Metabolism	-1.64
CROONQUIST_IL6_RAS_DN	JAK-STAT Pathway	-1.44
YU_CMYC_UP	Myc regulated genes	-1.37
HSA00330_ARGININE_AND_PROLINE_METABOLISM	Amino Acid Metabolism	-1.27
HSA00620_PYRUVATE_METABOLISM	Carbohydrate Metabolism	-1.25
GLUCONEOGENESIS	Carbohydrate Metabolism	-1.21
GLYCOLYSIS	Carbohydrate Metabolism	-1.21
CELL_ADHESION_RECEPTOR_ACTIVITY	Cell Adhesion	-1.17
BETA_ALANINE_METABOLISM	Amino Acid Metabolism	-1.17
LEE_MYC_E2F1_DN	Myc regulated genes	-1.16
KERATINOCYTEPATHWAY	Mitogenic Pathway	-1.28
GLYCOGEN_METABOLISM	Carbohydrate Metabolism	-1.26
LI_FETAL_VS_WT_KIDNEY_UP	Wilm's Tumor Signature	-1.19
FATTY_ACID_METABOLISM	Lipid Metabolism	-1.11
		
**b) E17.5**		

***Up-regulated***		

EGF_HDMEC_UP	Growth Factor Signaling	1.76

G1_TO_S_CELL_CYCLE_REACTOME	Cell Cycle	1.43
WNTPATHWAY	Wnt Signaling	1.35
CROONQUIST_IL6_RAS_DN	JAK-STAT Pathway	1.31
HSA04010_MAPK_SIGNALING_PATHWAY	MAPK Signaling	1.23
ZMPSTE24_KO_UP	Ageing	1.15
HSA04520_ADHERENS_JUNCTION	Cell Communication	1.13
P38MAPKPATHWAY	MAPK Signaling	1.02
WILLERT_WNT_NCCIT_ALL_UP	Wnt Signaling	1.43
HIF1_TARGETS	Hypoxia Pathway	1.4

***Down-regulated***		

TRYPTOPHAN_METABOLISM	Amino Acid Metabolism	-1.72
PROPANOATE_METABOLISM	Carbohydrate Metabolism	-1.38
HSA00970_AMINOACYL_TRNA_BIOSYNTHESIS	Translation	-1.23
VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION	Amino Acid Metabolism	-1.14
HSA00564_GLYCEROPHOSPHOLIPID_METABOLISM	Lipid Metabolism	-1.18
GLUCONEOGENESIS	Carbohydrate Metabolism	-1.11
GLYCOLYSIS	Carbohydrate Metabolism	-1.11

NES represents the degree of enrichment of the gene set at the top or bottom of the ordered gene list.

NOM P-value measures the significance of NES for a gene set by using permutation testing. NOM P-value < 0.001 is used for table 3.

We found that most of the down-regulated gene sets in *Pkd1*^*-/- *^mutants compared to WT at E14.5 and E17.5 represent metabolic pathways (Table 3 and Additional file 13), as suggested by GSEA and GO analysis. In contrast, both the GSEA and GO analysis of up-regulated gene sets in *Pkd1*^*-/- *^mutants compared to WT at E14.5 and E17.5 suggested that *Pkd1*^*-/- *^mutants displayed a rich gene transcriptional profile for kidney development and regeneration, including Wnt, calcium, MAPK and TGFβ signaling (Additional file 13). 

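At E17.5 mutant kidneys had lower levels of genes that make glucose, burn fatty acids and break down amino acids. Of 6 gluconeogenesis genes, 3 fell and none rose, or 5 lower adjusted over the list alone (median log2 fold change -0.98, adjusted p = 1.10e-05, and adjusted p = 0.164 with an estimated correlation). Besides G6pc and Pck1 the third was Pcx, pyruvate carboxylase, which fell from 7.89 ± 0.39 in WT to 6.89 ± 0.24 in mutants (mean ± SD of log2 intensity, n = 3 each, adjusted p = 0.0199). G6pc and Pck1 are also among the proximal tubule markers, a list that was lower at this age too (median log2 fold change -0.55). Of 20 genes of fatty acid oxidation, 3 fell and none rose, or 5 lower adjusted over the list alone (median log2 fold change -0.32, adjusted p = 1.80e-06, and adjusted p = 0.164 with an estimated correlation). Among them Acox2, a peroxisomal oxidase, fell with a log2 fold change of -1.40 (standard error 0.26, adjusted p = 0.0186), and Ppargc1a, a coactivator of mitochondrial genes, stood at -0.51 (adjusted p = 0.0671). Of 23 genes of amino acid catabolism, 0 rose and 4 fell, or 2 and 11 adjusted over the list alone (median log2 fold change -0.31, adjusted p = 1.10e-05, and adjusted p = 0.164 with an estimated correlation). Haao, of tryptophan breakdown, was among those that fell, as was Hgd, of tyrosine breakdown (log2 fold change -1.35, standard error 0.23, adjusted p = 0.0126). Of 22 genes of the citric acid cycle and respiratory chain, none passed over all genes, and 0 higher and 2 lower did adjusted over the list alone, and the list was called with a small shift (median log2 fold change -0.06, adjusted p = 0.0229, and adjusted p = 0.426 with an estimated correlation). Idh3a, a cycle dehydrogenase, stood at -0.39 (adjusted p = 0.0573). The 14 glycolysis genes were not called at this age (median log2 fold change -0.09, adjusted p = 0.0912), nor were the 15 aminoacyl-tRNA synthetase genes (median log2 fold change 0.01, adjusted p = 0.880).

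At E14.5 none of the lists of gluconeogenesis (median log2 fold change 0.02, adjusted p = 0.766), fatty acid oxidation (median log2 fold change -0.03, adjusted p = 0.815), amino acid catabolism (median log2 fold change -0.01, adjusted p = 0.432), the citric acid cycle and respiratory chain (median log2 fold change -0.03, adjusted p = 0.678) or aminoacyl-tRNA synthetases (median log2 fold change -0.01, adjusted p = 0.872) was lower in mutants. Glycolysis genes were higher there, as a list (median log2 fold change 0.24, adjusted p = 5.97e-09, and adjusted p = 0.123 with an estimated correlation), and not with fry (adjusted p = 0.0928). Of 14 genes, none passed over all genes, and 5 higher and 0 lower did adjusted over the list alone. Its members with the smallest p were Pgk1, phosphoglycerate kinase, at 0.41 (adjusted p = 0.736), Pfkl, phosphofructokinase, at 0.49 (adjusted p = 0.806), Aldoc, an aldolase, at 0.59 (adjusted p = 0.835) and Ldha, lactate dehydrogenase, at 0.38 (adjusted p = 0.951). In all 5 lists were called at E14.5, and 0 with an estimated correlation. Hypoxia response genes, erythroid markers and endothelial markers were higher as well, and macrophage and leukocyte markers lower.

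The liver, whose markers were highest in E17.5 WT replicate 2, also runs these metabolic pathways. Without that replicate the E17.5 lists of gluconeogenesis, fatty acid oxidation and amino acid catabolism kept their calls, with median log2 fold changes of -0.91, -0.27 and -0.23, and the citric acid cycle list lost it with median scaling (median 9.05e-04, adjusted p = 0.0917), with fry (0.0615) and without E17.5 WT replicate 2 (adjusted p = 0.207) and E17.5 mutant replicate 40 (0.141), with a median of -0.03 without the latter and -0.10 without E17.5 WT replicate 38 or mutant replicate 12. The glycolysis list at E17.5 passed as lower with no filter (-0.10, adjusted p = 0.0121) and without E17.5 WT replicate 38 (adjusted p = 0.0437) and E17.5 mutant replicate 42 (0.0459). At E14.5 without WT replicate 57 the lists of gluconeogenesis (median -0.16, adjusted p = 0.0420) and amino acid catabolism (-0.093, adjusted p = 0.0266) passed as lower in mutants. Pcx missed the threshold without E17.5 WT replicates 2 and 41 (adjusted p = 0.0623 and 0.0527) and E17.5 mutant replicate 40 (0.0804), and under 4 of 14 other settings (adjusted p up to 0.422). Acox2 missed the threshold without E17.5 WT replicates 2 and 41 (adjusted p = 0.0636 and 0.0559) and E17.5 mutant replicate 40 (0.0593), and under 2 of 15 other settings (adjusted p up to 0.422). Hgd missed the threshold without E17.5 mutant replicate 40 (adjusted p = 0.0584), and under 4 of 14 other settings (adjusted p up to 0.396). Ppargc1a passed without E14.5 WT replicate 57 (adjusted p = 0.0450).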

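At E17.5 genes of TGFβ and BMP signaling were slightly higher in mutants as a group, and genes of Wnt signaling were not. Of 20 TGFβ and BMP genes, 1 rose and none fell, or 1 higher adjusted over the list alone (median log2 fold change 0.17, adjusted p = 0.0229, and adjusted p = 0.164 with an estimated correlation). Tgif1, a repressor of TGFβ targets on chromosome 17, was the gene that rose by its brightest probe, another of its 3 probes going the other way (log2 fold change -0.32, unadjusted p = 0.0169), and Bmp6 and Bmp7, which are ligands, stood at 0.35 (adjusted p = 0.115) and 0.33 (adjusted p = 0.164). The list lost its call with the authors' value table (adjusted p = 0.0546) and without E17.5 WT replicate 38 (adjusted p = 0.0923) and E17.5 mutant replicate 40 (0.0639), and it was not called at E14.5 (median log2 fold change 0.00, adjusted p = 0.766). Of 12 canonical Wnt target genes, none passed, over all genes or adjusted over the list alone (median log2 fold change 0.17, adjusted p = 0.569). Axin2, a feedback inhibitor of the pathway, stood at 0.33 (adjusted p = 0.155) and Sp5, a transcription factor, at 0.35 (adjusted p = 0.169). Of 27 Wnt ligands, receptors and transducers, 1 rose and 0 fell, or 2 and 1 adjusted over the list alone. Their median log2 fold change was 0.06 while camera placed the list on the lower side (adjusted p = 0.980). Wnt7b was the gene that rose at this age, with a log2 fold change of 0.65 (standard error 0.15, adjusted p = 0.0385), and Tcf7l2, a transcription factor of the pathway, and Fzd4, a receptor, stood at 0.48 (adjusted p = 0.0557) and -0.42 (adjusted p = 0.0535). Wnt7b missed the threshold without E14.5 mutant replicates 35, 59 and 65 (adjusted p = 0.0514, 0.0563 and 0.0521), E17.5 WT replicates 2, 38 and 41 (0.118, 0.0693 and 0.0625) and E17.5 mutant replicates 40 and 42 (0.133 and 0.0995), and under 10 of 15 other settings (adjusted p up to 0.396). Axin2 passed without E17.5 WT replicate 41 (adjusted p = 0.0443).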

Among the pathways identified by GO and GSEA were the following:

#### Activation of mitogenic signaling pathways

We identified 11 up-regulated gene sets in *Pkd1*^*-/- *^mutants compared to WT associated with mitogenic signaling at E17.5, including those associated with growth factor/receptor tyrosine kinase (RTK) signaling (e.g. FGFs, EGF) and extracellular cellular matrix (ECM)/integrin signaling. 

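Genes of growth factor signaling and of the extracellular matrix were not called different as groups between E17.5 mutants and WT. Of 13 ligands and receptors of the FGF and EGF families, none passed over all genes, and 1 higher and 2 lower did adjusted over the list alone (median log2 fold change 0.11, adjusted p = 0.637). Egfr, the EGF receptor, stood at 0.47 (adjusted p = 0.0595), Fgf1 at -0.62 (adjusted p = 0.0774) and Btc, an EGF receptor ligand, at 0.51 (adjusted p = 0.196). Of 14 genes of extracellular matrix and fibrosis, none passed, over all genes or adjusted over the list alone (median log2 fold change 0.14, adjusted p = 0.637). At E14.5 neither list was called (median log2 fold change 0.04, adjusted p = 0.714 for growth factors and median log2 fold change -0.05, adjusted p = 0.678 for matrix), although the matrix list passed without E14.5 mutant replicate 35 (adjusted p = 0.00834). Btc passed without E17.5 mutant replicate 12 (adjusted p = 0.0199).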

Previous studies have suggested that activation of EGFs, FGFs and their receptors could promote tubular epithelial cell proliferation and cyst formation in PKD [35-37]. 

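None of the growth factor genes Fgfr1, Fgfr3, Fgf10 and Prkcb differed between mutant and WT kidneys at E17.5 at an adjusted p under 0.05, and Nrg1 was not measured. Fgfr1, an FGF receptor, had a log2 intensity of 6.86 ± 0.28 in WT and 6.94 ± 0.14 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.08 (standard error 0.16, adjusted p = 0.841). Fgfr3, another receptor, was at 6.26 ± 0.14 and 5.80 ± 0.18 (log2 fold change -0.46, standard error 0.15, adjusted p = 0.124), and Fgf10, a ligand, at 8.27 ± 0.19 and 8.53 ± 0.10 (log2 fold change 0.26, standard error 0.11, adjusted p = 0.234). Prkcb, a protein kinase C, had a log2 fold change of 0.09 (standard error 0.17, adjusted p = 0.827). These values are of the brightest probes. In the authors' normalized values the paper's folds of Fgfr3, Fgf10 and Prkcb match those of other probes, detected on 0, 1 and 2 of 12 arrays. Nrg1, a ligand of ERBB receptors, was detected by 0 of its 3 probes on any of the 12 arrays. Of the 4 genes measured, 0 were higher and 1 was lower adjusted over the list alone, and the list is not independent evidence because the study chose it on these samples. With array weights Fgfr3 was called lower (adjusted p = 0.0232).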

We found Fgfr1 (3.10 fold), Fgfr3 (10.16 fold), Fgf10 (4.18 fold), Nrg1 (3.37 fold) and Prkcb (2.56 fold) up-regulated in *Pkd1*^*-/- *^mutants compared to WT at E17.5. Although gene sets associated with G protein-coupled receptor (GPCR) were not definitively enriched (p = 0.07) in the cystic kidneys at E17.5 (two gene sets associated with GPCR were enriched at E14.5 in *Pkd1*^*-/- *^mutants compared to WT) as shown in Additional file 13, we identified 17 up-regulated individual genes associated with GPCR. Of interest, genes involved in cAMP mediated signaling and calcium regulation such as Pde4b (7.22 fold), Calcr (6.14 fold), and Sstr2 (11.4 fold) were all up-regulated, while negative regulator of GPCR signaling such as Gprasp1 (59.82 fold), and Rgs3 (5.14 fold) [38] were down-regulated. These results suggest changes in GPCR signaling that might be associated with intracellular cAMP and calcium regulation in the kidneys of *Pkd1*^*-/- *^animals.

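Of the receptor signaling genes named for E17.5, 3 were measured, and none of them was called different between the genotypes. Pde4b, which breaks down cAMP, had a log2 intensity of 8.66 ± 0.15 in WT and 8.67 ± 0.06 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.01 (standard error 0.20, adjusted p = 0.986). Gprasp1, which sorts receptors for degradation, was at 11.56 ± 0.11 and 11.64 ± 0.08 (log2 fold change 0.08, standard error 0.10, adjusted p = 0.713), and Rgs3, which switches off G proteins, was at 8.02 ± 0.20 and 7.88 ± 0.33 (log2 fold change -0.14, standard error 0.17, adjusted p = 0.673). For Pde4b, Gprasp1 and Rgs3 the paper's folds match those of other probes than the brightest, detected on 0, 3 and 0 of 12 arrays. Calcr and Sstr2, the receptors of calcitonin and somatostatin, were detected on 0 of 12 arrays. Of 30 genes of cAMP and calcium signaling fixed beforehand, none passed, over all genes or adjusted over the list alone (median log2 fold change 0.03, adjusted p = 0.948). Itpr3, a calcium release channel, stood at 0.52 (adjusted p = 0.0781) and passed without E17.5 WT replicate 41 (adjusted p = 0.0275), and Pde4c stood at -0.36 (adjusted p = 0.260). At E14.5 the list was not called either (median log2 fold change 0.07, adjusted p = 0.220).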

Increased cAMP has been shown to promote renal cystic epithelial proliferation in PKD [39]. 

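Adcy7, an adenylyl cyclase that makes cAMP, was not called different between the genotypes at E17.5. Its log2 intensity was 6.49 ± 0.06 in WT and 6.35 ± 0.14 in mutants (mean ± SD, n = 3 each), with a log2 fold change of -0.14 (standard error 0.11, adjusted p = 0.528) from limma. At E14.5 the log2 fold change was 0.20 (adjusted p = 1.00).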

We observed up-regulation of adenylyl cyclase, Adcy7, which may increase cAMP production in the renal cysts, which in turn promotes renal cystic epithelial proliferation in PKD [39]. The change in Ca^2+ ^homeostasis is an important feature of ADPKD and may lead to increased levels of cAMP [39-41]. Although the gene sets for calcium/calcineurin/NFAT signaling were not significantly enriched (p = 0.14), we found that Crebbp (2.08 fold), P2rx7 (11.66 fold), Prkcb (2.55 fold) and Traf2 (2.14 fold) were up-regulated in the *Pkd1*^*-/- *^cystic kidneys, suggesting a situation where limitation of intracellular Ca^2+ ^could promote cAMP mediated activation of B-Raf/MEK/ERK pathway and cellular proliferation [39-41].

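Crebbp and Traf2 were not called different between mutant and WT kidneys at E17.5. Crebbp, a histone acetyltransferase and coactivator of CREB, had a log2 intensity of 6.89 ± 0.38 in WT and 6.89 ± 0.04 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.00 (standard error 0.20, adjusted p = 0.995). Traf2, an adaptor of TNF receptors, was detected on 0 of 3 WT arrays and 1 of 3 mutant arrays, too few for a fold (adjusted p = 0.196). For Crebbp the paper's fold matches that of another probe, detected on 1 of 12 arrays. P2rx7, the ATP-gated channel, was not detected on any array.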

Previous studies suggested that aberrant activation of ERK/MAPK signaling might modulate cyst growth in ADPKD. 

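Genes that the ERK cascade switches on within minutes were higher in E17.5 mutants as a group. Of 19 ERK and immediate early response genes, 3 rose and none fell, or 5 higher adjusted over the list alone (median log2 fold change 0.28, adjusted p = 1.15e-04, and adjusted p = 0.164 with an estimated correlation). Atf3, a stress-induced transcription factor, rose with a log2 fold change of 0.88 (standard error 0.17, adjusted p = 0.0195). Fosl2, a member of the AP-1 complex, rose with a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.0372). Jun stood at 0.46 (adjusted p = 0.0705). Of cascade members named for this age, Map3k12 stood at 0.16 (adjusted p = 0.473) and Rps6ka5, a kinase of histones and CREB, at -0.16 (adjusted p = 0.510). For Map3k12 and Rps6ka5 the paper's folds match those of other probes, detected on 5 and 0 of 12 arrays. Mink1 was detected on 1 E17.5 WT array and Fosb on 1 E17.5 mutant array, under the minimum of 3. Atf3 missed the threshold without E17.5 WT replicate 41 (adjusted p = 0.0591) and E17.5 mutant replicates 12 and 40 (0.0596 and 0.0804), and under 4 of 14 other settings (adjusted p up to 0.399). Fosl2 missed the threshold without E14.5 WT replicate 58 (adjusted p = 0.0547), E14.5 mutant replicates 59 and 65 (0.0518 and 0.0612), E17.5 WT replicates 2 and 38 (0.111 and 0.0594) and E17.5 mutant replicates 12, 40 and 42 (0.0808, 0.124 and 0.0684), and under 9 of 15 other settings (adjusted p up to 0.422).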

We found three gene sets for ERK/MAPK signaling cascades up-regulated in *Pkd1*^*-/- *^kidneys compared to WT at E17.5 (Table 3 and Additional file 13) including up-regulation of Fgfr3 (10.16-fold), Map3k12 (2.32-fold), Mink1 (23.48-fold), Rps6ka5 (2.14-fold), and Fosb (2.25-fold). Although we found slight up-regulation of Akt1 (1.71-fold) and Eif4e (2.33-fold), no definitive enrichment of the mTOR pathway could be determined. This may be important from a therapeutic perspective: the mTOR pathway has been considered as a drug target in arresting ADPKD progression, despite recent studies in humans with ADPKD that did not demonstrate a therapeutic effect of Sirolimus and Everolimus, inhibitors of the mTOR pathway, on cyst progression [42,43].

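Neither Akt1 nor Eif4e differed between the genotypes at E17.5 at an adjusted p under 0.05. Akt1, a kinase upstream of mTOR, had a log2 intensity of 5.18 ± 0.21 in WT and 5.43 ± 0.09 in mutants (mean ± SD, n = 3 each, adjusted p = 0.331), WT lying below background, so no fold is given. Eif4e, which binds the cap of mRNAs, was at 5.55 ± 0.24 and 6.40 ± 0.94 (log2 fold change 0.85, standard error 0.36, adjusted p = 0.216). Of 11 mTOR pathway genes, none passed, over all genes or adjusted over the list alone (median log2 fold change 0.02, adjusted p = 0.946), with Tsc1, an inhibitor of mTOR, at 0.31 (adjusted p = 0.267). At E14.5 the list was not called either (median log2 fold change 0.03, adjusted p = 0.815). With array weights Akt1 (adjusted p = 0.0288) and Eif4e (0.0142) were called higher.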

#### Activation of angiogenic and immune/inflammatory pathways

Activation of immunoregulatory and inflammatory pathways may be involved in cyst growth in ADPKD. 

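Of the immune genes named for E17.5, Jakmip1 and the interferon lambda receptor rose in mutants. Jakmip1, a protein that binds Janus kinases, went from 5.80 ± 0.10 in WT to 6.83 ± 0.25 in mutants (mean ± SD of log2 intensity, n = 3 each), with a log2 fold change of 1.04 (standard error 0.13, adjusted p = 0.00143). Ifnlr1, the current symbol of Il28ra, rose with a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.0341). Jakmip2 stood at 0.25 (adjusted p = 0.538), and Il4i1 was detected on 2 arrays, 1 of each genotype at E14.5. For Jakmip2 the paper's fold matches that of another probe, detected on 0 of 12 arrays.

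As groups, genes of immune signaling were not higher. Of 17 JAK-STAT genes, none passed, over all genes or adjusted over the list alone (median log2 fold change 0.00, adjusted p = 0.704), with Socs3, a feedback inhibitor, at 0.30 (adjusted p = 0.152) and Jak3 at 0.40 (adjusted p = 0.171). The 10 interferon response genes were lower in mutants as a list (median log2 fold change -0.45, adjusted p = 0.0150, and adjusted p = 0.652 with an estimated correlation), and of these none passed over all genes, and 0 higher and 1 lower did adjusted over the list alone. Mx2, an antiviral GTPase, stood at -0.93 (adjusted p = 0.0637) and Isg15, a ubiquitin-like modifier, at -0.79 (adjusted p = 0.189). The call was lost with the authors' value table (-0.29, adjusted p = 0.0677), with fry (0.320) and without E17.5 WT replicate 41 (adjusted p = 0.0964), and Mx2 passed without E14.5 mutant replicate 35 (adjusted p = 0.0494). At E14.5 the JAK-STAT list (median log2 fold change 0.05, adjusted p = 0.277) passed only without E14.5 mutant replicate 59 (adjusted p = 0.0362) and the interferon list (median log2 fold change 0.20, adjusted p = 0.220) only without E14.5 mutant replicates 59 and 65 (adjusted p = 0.00620 and 0.00128) among the runs that left out 1 array, and as higher with median scaling (0.21, adjusted p = 0.00355). Ifnlr1 missed the threshold without E14.5 WT replicate 58 (adjusted p = 0.0531), E14.5 mutant replicates 59 and 65 (0.0500 and 0.0568), E17.5 WT replicates 2, 38 and 41 (0.0984, 0.0693 and 0.0625) and E17.5 mutant replicates 12 and 40 (0.0842 and 0.0832), and under 5 of 15 other settings (adjusted p up to 0.418).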

Multiple up-regulated gene sets in the *Pkd1*^*-/- *^kidneys compared to WT at E17.5 were associated with immune/inflammatory (JAK-STAT (n = 3), immunoregulation and inflammation (n = 2)) responses including up-regulation of Il1rl1 (3.79-fold), Il28ra (2.26-fold), Il4i1 (7.35-fold), Jakmip1 (2.6-fold) and Jakmip2 (2.57-fold). 

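The chemokine Cxcl1 rose in E17.5 mutants. It went from 5.74 ± 0.07 in WT to 6.55 ± 0.39 in mutants (mean ± SD of log2 intensity, n = 3 each), with a log2 fold change of 0.82 (standard error 0.19, adjusted p = 0.0435). Cxcl16, a chemokine that also exists bound to the membrane, had a log2 fold change of 0.48 (standard error 0.18, adjusted p = 0.172). Another probe of Cxcl16, detected on 0 of 12 arrays, matches the paper's fold. Clcf1, a cytokine of the interleukin 6 family, was detected on 0 of 12 arrays by its 3 probes. Cxcl1 is also on a list of 6 tubular injury genes, of which 1 rose and none fell, or 1 higher adjusted over the list alone (median log2 fold change 0.01, adjusted p = 0.905), with Krt20, a keratin, at 0.75 (adjusted p = 0.159). Cxcl1 missed the threshold without E14.5 WT replicates 57 and 58 (adjusted p = 0.0507 and 0.0518), E14.5 mutant replicates 35 and 65 (0.0570 and 0.0654), E17.5 WT replicates 2, 38 and 41 (0.0980, 0.0835 and 0.105) and E17.5 mutant replicates 12 and 40 (0.121 and 0.145), and under 7 of 15 other settings (adjusted p up to 0.474). Cxcl16 was called with array weights (adjusted p = 0.0312).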

We found increased expression of cytokines such as Cxcl1 (2.19-fold), Cxcl16 (2.26-fold), and Clcf1 (8.57-fold). We also found two dysregulated pathways for aging in *Pkd1*^*-/- *^kidneys compared to WT at E17.5 (Additional file 13).

#### Activation of HDAC inhibitor pathways

Recently it has been shown that inhibition of class I HDACs is able to suppress *Pkd2 *related phenotypes [24]. Our studies have not implicated any class I HDACs in the pathogenesis of PKD1. On the other hand, we found down-regulation of a member of the class II HDACs, Hdac9 (22.29-fold) in *Pkd1*^*-/- *^mutants compared to WT at E17.5. Additionally, we found multiple up-regulated gene sets belonging to the class of histone deacetylase inhibitors (n = 7; Additional file 13) in *Pkd1*^*-/- *^kidneys compared to WT at E17.5. 

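Hdac9 was not called different between the genotypes at either age. Its log2 intensity at E17.5 was 5.97 ± 0.13 in WT and 6.03 ± 0.09 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.06 (standard error 0.11, adjusted p = 0.809). At E14.5 its log2 fold change was -0.15 (adjusted p = 1.00). Another probe of Hdac9, detected on 0 of 12 arrays, matches the paper's E17.5 fold. Of 10 histone deacetylase genes, which remove acetyl groups from histones and other proteins, none passed, over all genes or adjusted over the list alone at E17.5 (median log2 fold change 0.07, adjusted p = 0.609). The class II members Hdac4, Hdac5 and Hdac6 stood at 0.35 (adjusted p = 0.179), 0.09 (adjusted p = 0.686) and 0.12 (adjusted p = 0.530). At E14.5 the list was not called either (median log2 fold change -0.04, adjusted p = 0.684).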

HDAC9 plays a role in hematopoiesis, and its deregulated expression, along with altered expression of TGF-β2, may be associated with human cancer and Peters' anomaly [44,45]. As reported in the KEGG pathway database (http://www.genome.jp/kegg/pathway.html), histone deacetylases are involved in many pathways including signal transduction, the notch signaling pathway, cell growth, and death/cell cycle. Their precise role in *Pkd1 *dependent ADPKD remains obscure. However, strong differential regulation of genes involved in the class II HDAC regulatory cascade suggests that histone modification may be an important event in transcriptome reprogramming during PKD progression.

### Comparison with other ADPKD data sets in mouse and human

We aimed to derive correlations between the gene expression changes in PKD and a set of pathways that modulate disease severity in our mouse model and human ADPKD. We compared our study with another published study using the *Pkd1*^*L3/L3 *^mouse model [28] and with the data set available on human ADPKD [29]. Chen et al. described members of three pathways, Wnt, Notch, and BMP, as differentially regulated in the *Pkd1*^*L3/L3 *^model compared to the control WT [28]. Our data from the *Pkd1*^*-/- *^model confirmed the differential regulation of members of these pathways (Additional files 14 and 15). 

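Genes of cystic disease and the cilium were slightly higher in E17.5 mutants as a group, and genes of Notch signaling were not called in the main analysis. Of 18 genes of cystic disease and the cilium, none passed, over all genes or adjusted over the list alone, while the list was called (median log2 fold change 0.17, adjusted p = 0.0305, and adjusted p = 0.164 with an estimated correlation). Glis2, a transcription factor mutated in nephronophthisis, stood at 0.53 (adjusted p = 0.144) and Prkcsh, a glucosidase subunit mutated in polycystic liver disease, at 0.35 (adjusted p = 0.0745). Of 16 Notch genes, none passed over all genes, and 1 higher and 0 lower did adjusted over the list alone (median log2 fold change 0.12, adjusted p = 0.0912). Notch4, a receptor, stood at 0.34 (adjusted p = 0.102) and Hey2, a target, at 0.31 (adjusted p = 0.138). At E14.5 neither the list of cystic disease and cilium genes (median log2 fold change -0.01, adjusted p = 0.678) nor the Notch list (median log2 fold change 0.04, adjusted p = 0.220) was called. The first list lost its E17.5 call with the authors' value table (adjusted p = 0.0677) and without E17.5 WT replicates 2 and 38 (adjusted p = 0.0672 and 0.0702), and the Notch list passed as higher with fry (adjusted p = 0.0116), with median scaling (0.19, adjusted p = 0.0397) and without E17.5 WT replicate 41 (adjusted p = 0.0329) and E17.5 mutant replicate 12 (0.0420). Glis2 passed without E17.5 mutant replicate 12 (adjusted p = 0.0419).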

A total of 102 dysregulated genes were common between the *Pkd1*^*L3/L3 *^model data and our set of differentially expressed genes at E17.5 (comparison: *Pkd1*^*-/- *^mutants vs. WT), whereas 36 dysregulated genes were common between our *Pkd1*^*-/- *^model at E14.5 (comparison: *Pkd1*^*-/- *^mutants vs. WT) and the *Pkd1*^*L3/L3 *^model. A ~20% commonality was observed at the pathway level between our *Pkd1*^*-/- *^model and the *Pkd1*^*L3/L3 *^model. The comparison between our data set (differentially expressed genes at E17.5) with human ADPKD data [29] showed a 50% overlap between significantly enriched pathways (Table 4, Additional file 16), which included several important pathways such as calcium signaling, Wnt, MAPK, TGFβ signaling pathways, immune/inflammatory responses, and Notch signaling pathways. On the individual gene level, 20% (n = 314) of genes were similarly changed in both our mouse model and human ADPKD (Table 4, Additional file 16).

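Genes that the discussion names as shared with human ADPKD moved in both directions in E17.5 mutants. Of 12 such genes 10 were measured, of which 3 rose, 3 fell and 4 did not pass. Cxcl1, a chemokine, was among those that rose, and Umod, Pck1 and Pvalb, of tubule segments, were those that fell. Adjusted over the list alone 3 rose and 4 fell. At E14.5 none of the 10 passed, over all genes or adjusted over the list alone. The study chose these genes on these samples and on human kidneys, so the counts are not independent evidence.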

**Table 4:** Top 50 differentially regulated genes common between our mouse and human ADPKD data from Song et al. [29]

Down-regulated			Up-regulated		
**Gene name**	**Mouse**	**Human**	**Gene name**	**Mouse**	**Human**

Abcb4	371.51	1.90	Adcy7	2.63	2.38
Acot2	4.81	1.81	Amph	218.83	2.34
Acox2	2.70	1.97	Arhgap10	2.61	2.43
Aldh8a1	2.37	91.29	Asph	3.96	2.84
Apom	2.22	18.96	Bcat1	15.08	4.95
Apoo	4.00	2.45	Camsap1l1	10.96	2.21
Bhmt2	2.26	4.78	Ccdc109b	4.48	3.17
Casc1	10.94	2.84	Cdc42bpa	2.70	1.57
Cldn10	2.25	25.93	Eif3a	98.69	2.14
Cpn2	10.64	2.07	Emilin1	4.06	4.78
Cyp8b1	12.17	30.21	Ezh1	3.45	1.80
Dpep1	7.37	17.20	Fam98b	352.24	1.63
Enpp5	3.11	2.59	Foxp2	26.87	3.75
Enpp6	2.21	8.65	Gli2	4.39	4.29
Fam151a	3.21	6.02	Gramd1a	6.84	1.92
G6pc	11.06	4.88	Grem1	2.98	37.73
Gls	2.35	5.69	Ier2	2.67	3.25
Hgd	2.56	38.57	Jph2	39.24	1.85
Hrg	24.10	16.90	Klhl28	4.94	1.78
Itih2	6.35	2.45	Ltbp1	36.39	5.33
Kctd14	6.15	1.62	Mid1	2.59	2.51
Kng1	2.68	81.30	Nnmt	49.60	1.96
Larp5	7.00	1.57	Odf3b	13.13	1.56
Miox	28.27	20.49	Pcdh7	3.18	11.00
Napepld	2.10	2.65	Pcdh9	40.71	4.90
Napsa	3.60	10.05	Pdcl	75.38	1.71
Odz2	3.97	2.15	Pi4kb	2.90	1.75
Pck1	3.28	58.93	Pknox2	7.28	2.84
Picalm	4.93	1.71	Pml	5.69	1.65
Prap1	3.25	5.24	Pprc1	6.17	1.77
Prlr	2.31	13.73	Rab9b	55.23	2.42
Prodh2	5.34	5.45	Radil	2.92	2.18
Psen1	20.62	2.05	Rpl37	3.29	3.04
Pvalb	2.89	3.59	Sema4c	3.13	1.63
Qpct	2.34	2.20	Sept7	3.12	2.87
Rassf6	10.76	3.30	Setd7	21.09	2.57
Rgs3	5.14	2.01	Sfi1	4.63	1.67
Serpinf2	2.16	2.49	Sfxn3	14.28	2.60
Slc13a2	5.87	7.03	Slitrk5	7.02	14.33
Slc16a4	3.38	4.32	Smurf1	2.90	1.71
Slc26a7	2.82	26.10	St5	2.54	1.62
Slc2a9	4.28	11.81	Syne1	6.02	3.12
Slc4a1	3.62	2.57	Synj2	27.19	3.23
Slc5a10	8.43	11.22	Thg1l	2.91	1.69
Slc8a1	2.11	4.08	Tns1	2.66	1.75
Tbc1d4	4.20	1.66	Vps13b	6.39	1.76
Treh	2.66	2.29	Wfdc3	145.61	1.66
Trim15	235.85	1.97	Yy1	3.48	1.72
Ttr	6.52	1.93	Zbtb10	4.06	1.62
Umod	3.41	210.17	Zfhx4	2.87	4.19

### Transcription factor analysis of Pkd1^-/- ^kidneys

Computational analysis of genetic regulatory regions of co-expressed genes can furnish additional information on the regulation of a gene set by specific transcription factors (TFs) [29]. Using GSEA, we searched for overrepresented TF promoter binding motifs among differentially expressed genes (Table 1). We defined overrepresented TF binding motifs by a NOM p-value ≤ 0.05. Additional file 17 lists all the dysregulated gene sets with shared TF binding sites for renal development, mitogen-mediated proliferation, cell cycle, epithelial-mesenchymal transition, angiogenesis, and immune/inflammatory response. Several of these enriched transcription factors, such as Gli2 (4.39 fold), Foxo1 (2.51 fold) and Pou2F1 (2.88 fold) were also differentially regulated in our microarray analyses, providing additional evidence for their functional relevance in PKD.

### Prediction of miRNA and miRNA-target interactions, and analysis of miRNA expression

	Large scale transcriptional reprogramming during the progression of PKD is consistent with a complex, multi-layered regulatory process, one of the possible regulators of which are miRNAs. Insights into the biological pathways potentially regulated by miRNAs in PKD were obtained by predicting target miRNAs (Additional file 1) using four prediction tools, TargetScan [31], miRanda [32], miRDB [33] and microT [34] for the differentially expressed genes in cystic kidneys at E14.5 and E17.5 (Table 5). Results were overlapped using custom written Perl scripts (Additional file 2). Integrating the results from several prediction algorithms helps in reducing false positives [13]. More than two tools predicted over 5000 mRNA-miRNA interactions, which represented approximately 500 dysregulated genes in cystic kidneys were predicted targets of at least one miRNA. A total of 344 miRNAs were predicted to target 179 out of 454 dysregulated genes at E14.5 by different algorithms (Table 5a and Additional file 18), whereas 372 out of 884 dysregulated genes were predicted targets of 424 miRNAs at E17.5 (Table 5b and Additional file 19). Of these 372 and 179 dysregulated genes at E17.5 and E14.5 respectively, about 82% were predicted targets of multiple miRNAs (Table 5, Additional files 18 and 19), thus suggesting a role of miRNAs in PKD transcriptional reprogramming. These results are consistent with the previous studies estimating that nearly all mammalian genes may be regulated by miRNAs [31].

**Table 5:** Target miRNA prediction for significantly regulated genes at (a) E14.5 and (b) E17.5

(a) E14.5	miRanda	miRDB	TargetScan *1348 miR-gene*	TargetScan and miRDB
microT *1329 miR-gene*	187 miR-gene	52 miR-gene	10 miR-gene	4 miR-gene
miRanda *11350 miR-gene*	-	809 miR-gene	336 miR-gene	104 miR-gene
miRDB *2009 miR-gene*	-	-	137 miR-gene	-
microT and miRanda	-	37 miR-gene	8 miR-gene	4 miR-gene

				

**(b) E17.5**	**miRanda**	**miRDB**	T**argetScan *****3229 miR-gene***	**TargetScan and miRDB**

microT *2478 miR-gene*	504 miR-gene	118 miR-gene	30 miR-gene	4 miR-gene
miRanda *25540 miR-gene*	-	2114 miR-gene	892 miR-gene	269 miR-gene
miRDB *4492 miR-gene*	-	-	331 miR-gene	-
microT and miRanda	-	82 miR-gene	20 miR-gene	4 miR-gene

### Validation of expression by qPCR

Using qPCR assays for the *Pkd1*^*-/- *^and WT samples, we confirmed the microarray results on a subset of genes that were- (i) differentially expressed on microarrays, (ii) known/suggested to be involved in ADPKD, and (iii) targets of miRNAs predicted by two or more tools. These genes were P2rx7, Cpeb3, Hdac9, Sox6, Calcr, Pitx2, Fgfr3, Fgf10, Adam22, Ddx3y, F2rl2, Grap2, Edil3, Mysm1 and Alg6 (Figures 5 and 6). Qualitatively, the qPCR validation data agreed with the microarray data (Additional file 20). On the other hand, we found that for certain genes such as Adam22, Grap2 and F2rl2 the fold changes observed on microarrays varied from those obtained by qPCR (Additional file 20). 

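None of the genes that were also measured by qPCR differed between the genotypes on the arrays at an adjusted p under 0.05. Of 16 such genes 9 were measured. Cpeb3, which regulates translation, stood at 0.01 (adjusted p = 1.00) at E14.5 and -0.40 (adjusted p = 0.230) at E17.5. Sox6, a transcription factor, was below background at E14.5 and stood at 0.45 (adjusted p = 0.169) at E17.5. Ltbp1, which binds latent TGFβ, stood at 0.27 (adjusted p = 1.00) and 0.05 (adjusted p = 0.849), and Mysm1, a histone deubiquitinase, at 0.02 (adjusted p = 1.00) and -0.29 (adjusted p = 0.196). Adam22 was below background at E14.5 and stood at -0.16 (adjusted p = 0.553) at E17.5. F2rl2, a thrombin receptor, was detected on 0 of 12 arrays and Grap2, an adaptor of T cells, on 1, so neither has a value here. Edil3, an integrin ligand, was detected on 0 arrays by its 9 probes. At E14.5 Fgfr3 and Fgf10 stood at 0.02 (adjusted p = 1.00) and 0.07 (adjusted p = 1.00). Over the 10 values for which the study gives a direction by qPCR and the gene was kept and above background, 5 had the same direction as qPCR and none was called, and 6 other values belong to genes that were not kept. With array weights Sox6 was called higher at E17.5 (log2 fold change 0.62, adjusted p = 0.00526), against qPCR, and Cpeb3 was called lower (adjusted p = 0.0359), as by qPCR. For Cpeb3, Sox6, Ltbp1, Mysm1, Adam22 and Fgfr3 the paper's array folds match those of other probes than the ones used here.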

Several factors may be responsible for these variations, among which include the distinct platforms used for microarrays and qPCR, differences in qPCR amplicon/primers and hybridization probes, non-specific and cross-hybridization and issues associated with amplification of mRNA samples [46,47].

**Figure 5:**
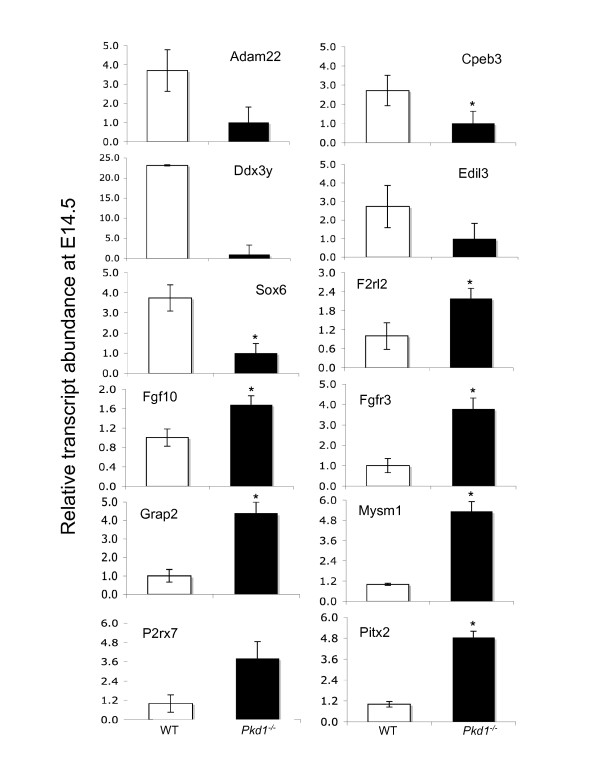
**qPCR analysis of mRNAs in PKD at embryonic age 14**. Expression of 12 genes (Ddx3y, Adam22, Cpeb3, Sox6, Edil3, Mysm1, Pitx2, F2rl2, Grap2, P2rx7, Fgfr3 and Fgf10) significantly regulated on mRNA microarray was verified using qPCR assays. Ddx3y, Adam22, Cpeb3, Sox6 and Edil3 were down-regulated in *Pkd1*^*-/- *^kidneys. Mysm1, Pitx2, F2rl2, Grap2, P2rx7, Fgfr3 and Fgf10 were up-regulated in *Pkd1*^*-/- *^kidneys. '*' significantly different at p-value < 0.05.

**Figure 6:**
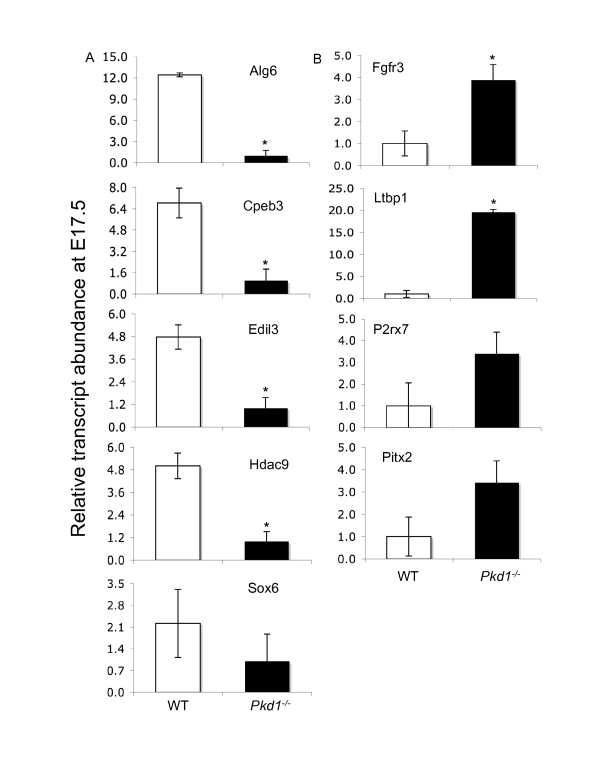
**qPCR analysis of mRNAs in PKD at embryonic age 17**. Expression of 9 genes (Alg6, Cpeb3, Edil3, Hdac9, Sox6, Ltbp1, Fgfr3, P2rx7 and Pitx2) significantly regulated on mRNA microarray was verified using qPCR assays. **(A) **Alg6, Cpeb3, Edil3, Hdac9 and Sox6 were down-regulated in *Pkd1*^*-/- *^kidneys whereas Ltbp1, Fgfr3, P2rx7 and Pitx2 were up-regulated **(B) **in *Pkd1*^*-/- *^kidneys. '*' significantly different at p-value < 0.05.

Computational identification of a large number of miRNA-mRNA target interactions suggested that the expression of miRNAs might also change during the progression of PKD. We tested this hypothesis by determining the differential expression of 9 miRNAs (mmu-miR-10a, mmu-miR-30a-5p, mmu-miR-96, mmu-miR-126-5p, mmu-miR-182, mmu-miR-200a, mmu-miR-204, mmu-miR-429, and mmu-miR-488) between WT and *Pkd1*^*-/- *^genotypes at E14.5 and E17.5 (Figures 7 and 8). These nine miRNAs are expressed in kidney [48], but have not been previously associated with ADPKD. In our computational analysis, two or more tools predicted them as targets for differentially expressed genes at E14.5 and E17.5. The significance of changes in relative expression of miRNAs among the two groups was tested by Student's t-test, and a cutoff of 1.2 fold [49] and P ≤ 0.05 was used to determine the differential miRNA accumulation.

**Figure 7:**
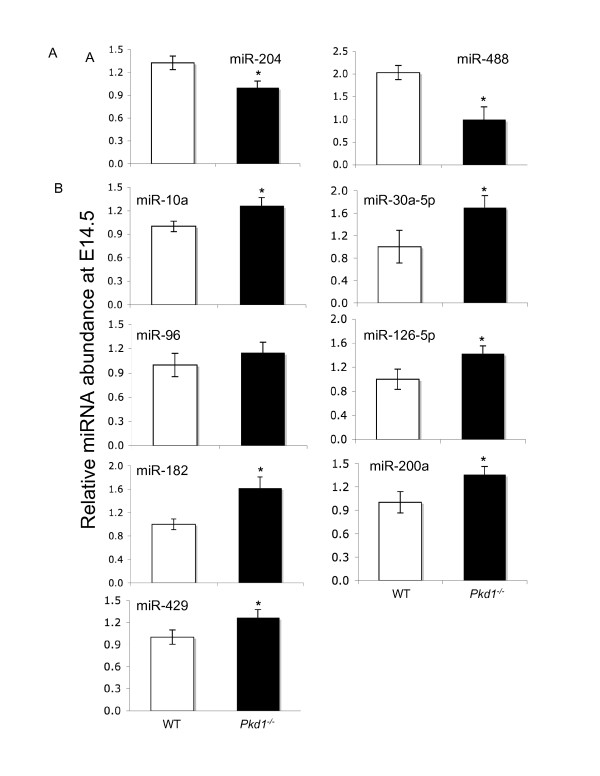
**qPCR analysis of miRNAs in PKD at embryonic age 14**. Expression of 9 miRNAs (miR-204, miR-488, miR10a, miR-30a, miR-96, miR-126-5p, miR-182, miR-200a and miR-429), predicted to target significantly regulated genes at E14.5 was assayed using miRNA-qPCR. miR-204 and miR-488 **(A) **were down-regulated in *Pkd1*^*-/- *^kidneys whereas miR10a, miR-30a, miR-96, miR-126-5p, miR-182, miR-200a and miR-429 **(B) **were up-regulated in *Pkd1*^*-/- *^kidneys. '*' significantly different at p-value < 0.05.

**Figure 8:**
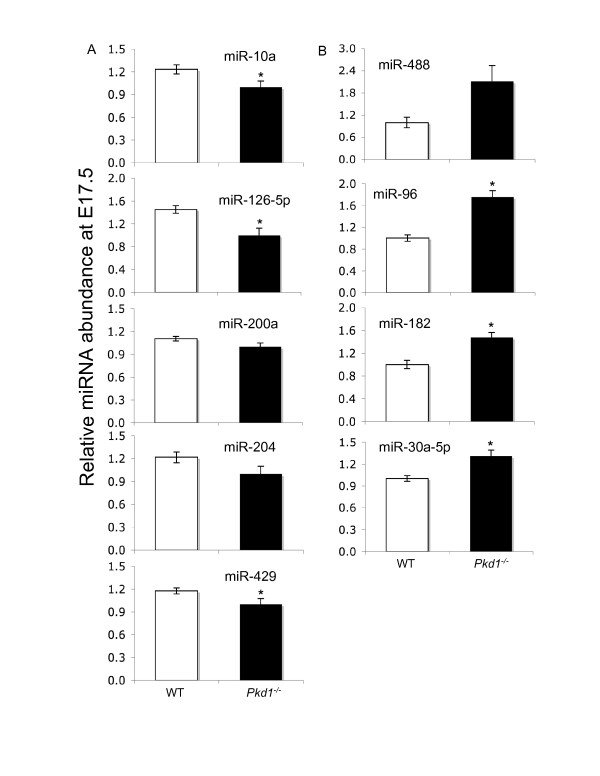
**qPCR analysis of miRNAs in PKD at embryonic age 17**. Expression of 9 miRNAs (miR-10a, miR-126-5p, miR-200a, miR-204, miR-429, miR-488, miR-96, miR-182 and miR-30a-5p), predicted to target significantly regulated genes at E17.5 was evaluated using miRNA-qPCR assays. **(A) **miR-10a, miR-126-5p, miR-200a, miR-204 and miR-429 were down-regulated in *Pkd1*^*-/- *^kidneys. **(B) **miR-488, miR-96, miR-182 and miR-30a-5p were up-regulated in *Pkd1*^*-/- *^kidneys. '*' significantly different at p-value < 0.05.

Among the 9 miRNAs tested at E14.5, only two miRNAs, miR-488 and miR-204, were down-regulated in *Pkd1*^*-/- *^kidneys compared to WT, miR-96 did not change, and the remaining 6 miRNAs were up-regulated in *Pkd1*^*-/- *^kidneys compared to WT (Figure 7). In contrast, at E17.5 miR-96, miR-182 and miR-30a were up-regulated in *Pkd1*^*-/- *^kidneys compared to WT. miR-200a did not show significant variation between the WT and *Pkd1*^*-/- *^kidneys at E17.5 (Figure 8). This indicates that miRNA expression also undergoes reprogramming during PKD. Given that renal cystic- and control- kidneys contained a mixture of cell types, the moderate effects we observed in changes in miRNA levels may in reality be far stronger in specific cell/tissue types.

### miRNA-mRNA interactions

Most miRNAs negatively regulate the levels of expression of their targets: therefore, miRNA-mRNA target pair should be inversely correlated for their expression levels i.e. if the expression of a given miRNA is up-regulated, levels of its target genes should be down-regulated and *vice-versa*. Indeed, this was observed for a large number of predicted miRNA:mRNA interactions. At E14.5, expression of 9 miRNAs was inversely related to expression of 46 potential target genes, indicating that these relationships may be functional miRNA-target combinations in ADPKD (Additional file 21). Similarly, 78 genes that were potential targets of 9 miRNAs were inversely related by their expression at E17.5 (Additional file 21). Several of the genes verified with qPCRs (Figures 5,6), and predicted as targets of the miRNAs, showed a reciprocal relationship (Table 6). For example, down-regulation of miR-200a at E17.5 was correlated with up-regulation of Pitx2 in the *Pkd1*^*-/- *^mutants (Additional file 21). Similarly, down-regulation of miR-10a, miR-126-5p, miR-204, and miR-488 at E17.5 were inversely correlated with up-regulation of Ltbp1, Edil3, P2rx7, and Fgfr3 respectively (Additional file 21). Conversely, we found that up-regulation of miR-30a-5p, miR-96 and miR-182 at E17.5, and miR-429 at E14.5 were reciprocally correlated with down-regulation of Cpeb3, Sox6, Hdac9, and Ddx3y respectively in *Pkd1*^*-/- *^mutants (Additional file 21). Moreover, miRs-10a, -30a-5p, -96, -126-5p, -182, -200a, -204, -429, and -488 have not been previously linked to PKD. Thus, our analysis suggests a potential important role for miRNAs in PKD, though we emphasize that these predicted miRNA:mRNA interaction pairs are subject to further experimental validation.

**Table 6:** Selected inverse gene-(predicted)miRNA relations

Genes	Fold Change gene (E14.5) on microarray	Fold Change Gene (E17.5) on microarray	Target miRNA	Fold Change miRNA (E14.5) from qPCR	Fold Change miRNA (E17.5) from qPCR	Prediction Algorithms	Pathways
Adam22	***-133***		miR-30a-5p	***1.70***	1.31	TargetScan, miRanda	Cell-matrix interaction
Calcr	4.63	6.14	miR-200a	1.36	-1.10	TargetScan, miRanda and miRDB; TargetScan, miRanda	Neuroactive ligand-receptor interaction
Calcr	4.63	6.14	miR-10a	1.26	-1.23	TargetScan, miRanda and miRDB; TargetScan, miRanda	Neuroactive ligand-receptor interaction
Cpeb3	***-19.88***	***-6.47***	miR-30a-5p	***1.70***	***1.31***	TargetScan, miRanda	
Cpeb3	***-19.88***	-6.47	miR-200a	***1.36***	-1.10	TargetScan, miRanda	
Ddx3y	-13		miR-429	1.27	-1.17	TargetScan, miRanda and miRDB	RIG-I-like receptor signaling pathway
Edil3	***-4.82***	-6.43	miR-126-5p	***1.43***	-1.45	TargetScan, miRanda and miRDB	Cell adhesion
Edil3	***-4.82***	***-6.43***	miR-182	***1.62***	***1.48***	TargetScan, miRanda and miRDB	Cell adhesion
F2rl2	35.26		miR-126-5p	1.43	-1.45	TargetScan, miRDB	
Fgf10	1.05	4.18	miR-126-5p	1.43	-1.45	TargetScan, miRanda and miRDB; miRDB and miRanda	MAPK signaling
Fgfr3	***4.12***	10.16	miR-488	***-2.03***	2.11	TargetScan, miRanda and miRDB	MAPK signaling
Grap2	157		miR-10a	1.26	-1.23	TargetScan, miRanda	T cell receptor signaling pathway
Hdac9	-1.54	***-22.29***	miR-30a-5p	1.70	***1.31***	TargetScan, miRanda; TargetScan, miRanda and miRDB	Notch signaling
Hdac9	-1.54	-22.29	miR-204	-1.32	-1.22	TargetScan, miRanda; TargetScan, miRanda and miRDB	Notch signaling
Hdac9	-1.54	***-22.29***	miR-182	1.62	***1.48***	TargetScan, miRanda; TargetScan, miRanda and miRDB	Notch signaling
Ltbp1	-368.46	***36.38***	miR-10a	1.26	***-1.23***	TargetScan, miRanda	TGF-Beta signaling
Mysm1	2.85	***3.24***	miR-126-5p	1.43	***-1.45***	TargetScan, miRanda	
P2rx7	***4.65***	***11.66***	miR-204	***-1.32***	***-1.22***	miRDB, miRanda	Calcium Signaling
Pitx2	1.23	***3.91***	miR-200a	1.36	***-1.10***	TargetScan, miRanda and miRDB	TGF-Beta signaling
Sox6	***-1.94***	***-28.68***	miR-96	***1.15***	***1.76***	TargetScan, miRanda and miRDB; TargetScan, miRanda	Negative regulation of transcription
Sox6	***-1.94***	***-28.68***	miR-182	***1.62***	***1.48***	TargetScan, miRanda and miRDB; TargetScan, miRanda	Negative regulation of transcription

We analyzed the functional enrichment of predicted and validated (by qPCR) miRNAs for differentially expressed genes in each comparison in an attempt to uncover the functional meaning among these miRNAs (Figure 9). Genes that were commonly targeted by the differentially expressed miRNAs in *Pkd1*^*-/- *^samples were clustered in 18 biochemical pathways. The overall analysis highlighted that signal transduction pathways such as calcium, VEGF, Notch, and MAPK signaling (Figure 9) may be regulated by miRNA. For example, miR-30a-5p may be involved in histone deactylase inhibitor pathways, apoptosis, calcium and Wnt signaling (Figure 9); miR-10a may be involved in TGF-β and hedgehog signaling; miR-204 may be involved in calcium signaling while miR-488 may be involved in MAPK signaling by targeting Fgfr3 (Figure 9). Thus, we generated a comprehensive atlas of miRNA-target genes and pathways during the progression of PKD. This dataset will serve as a useful resource for future investigations.

**Figure 9:**
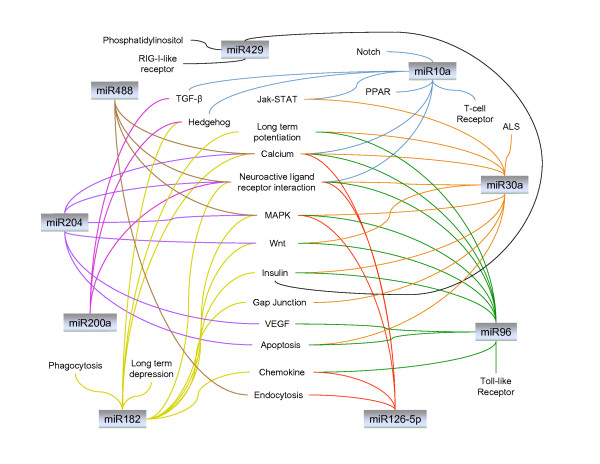
**Overrepresented miRNA regulatory pathways in PKD**. Gene Ontology and Gene Set Enrichment Analysis were used to identify significant enrichment for pathway annotations among differentially expressed target genes of predicted miRNAs in PKD. The figure shows each miRNA targets more than one pathway and each pathway is targeted by more than one miRNA. Only miRNAs validated by qPCR are shown.

## Discussion

In the current investigation, we have attempted to uncover the gene expression signatures associated with the initiation and progression of ADPKD, to decipher the signal transduction pathways associated with these changes in gene expression, and to explore the potential role of miRNAs in effecting these gene expression and signal transduction differences between normal and PKD kidneys. We used a combinatorial approach involving microarrays, data mining and prediction of target miRNAs to profile changes in gene expression during progression of ADPKD, integrate various signaling pathways and present a possible cellular signaling circuitry in PKD (Figure 10). In parallel to the mRNA expression profiling, we also determined the changes in expression of several miRNAs that were computationally identified for their probable roles in ADPKD, thus allowing us to predict several miRNA-mRNA reciprocal interactions. By comparing our datasets with those available for human ADPKD, we found common mis-regulated pathways in the developmental and signaling pathways. Identification of commonly regulated pathways and genes between mice and humans is essential for designing effective therapeutics, as these genes/pathways would be targets for pharmacological intervention in humans with PKD.

**Figure 10:**
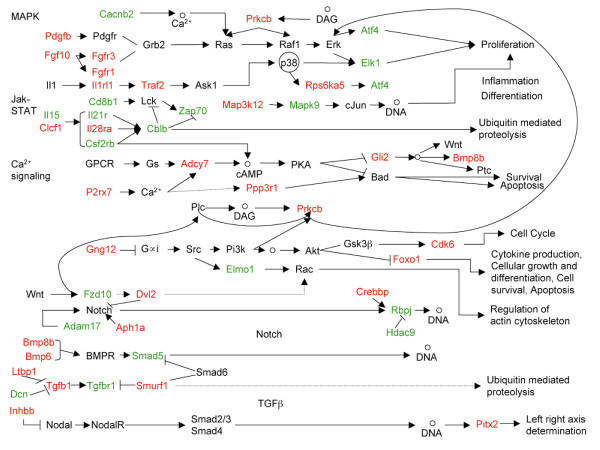
**Schematic summary of dysregulated signalling pathways in *Pkd1*^*-/- *^model**. The figure shows aberrant change in signalling pathways in *Pkd1*^*-/- *^mouse model. Up-regulated genes are shown in red and down-regulated genes in green. Genes that were not differentially expressed are shown in black. Circles designate chemical compounds and DAG stands for diacylglycerol.

### Transcriptome changes in PKD

A high level of complexity in the molecular pathobiology was found in *Pkd1*^*-/- *^cystic kidneys. 

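Aqp7, Bmp6 and Kl rose between E14.5 and E17.5 in both genotypes. Aqp7, a channel for water and glycerol, rose at least 2.95-fold in mutants (adjusted p = 4.49e-06) and at least 2.54-fold in WT (adjusted p = 7.47e-06), where the bounds stand because E14.5 kidneys were near background. Bmp6, a growth factor of the TGFβ family, rose at least 1.26-fold in mutants (adjusted p = 1.04e-04), and in WT it was called as well (adjusted p = 9.71e-04), too near background for a fold. Kl, the coreceptor klotho, had log2 changes of 4.42 (adjusted p = 3.45e-05) in mutants and 4.42 (adjusted p = 2.81e-05) in WT. The difference between the genotypes in these changes did not pass for Aqp7 (adjusted p = 0.595 from limma's interaction), Bmp6 (adjusted p = 0.572) or Kl (0.00, adjusted p = 0.999). Bmp8b was detected on 0 of 12 arrays. The 3 genes measured are of a list of 7 that the study chose on these samples, which is not independent evidence. Without background correction and with plain subtraction the difference for Aqp7 passed (adjusted p = 0.0148 and 0.0142).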

We identified genes that were changed only in *Pkd1*^*-/- *^animals such as Aqp7, Bmp6, Bmp8b, Ddx3y, Kl, Psen1 and Pitx2. This shows changes in expression of developmental and nephron-segment specific genes. Further we identified changes in expression of genes that may be associated with pre-cystic stages leading to cyst formation such as changes in the components of Wnt signaling. We identified changes in gene expression related to cyst growth such as components of MAPK (e.g. Map3k12, Fgf10, Prkcb, Traf2) and TGF-β (e.g. Pitx2) signaling that were up-regulated in the *Pkd1*^*-/- *^animals. The GO term enrichment and GSEA revealed changes in calcium, MAPK, Wnt, TGF-β and JAK/STAT signaling pathways in the *Pkd1*^*-/- *^animals. Additionally, this analysis showed that the class II HDAC, Hdac9 was strongly down-regulated in *Pkd1*^*-/- *^animals. This could effect more global changes in gene expression.

Mitogen-Activated Protein Kinases play central roles in the signal transduction pathways that affect gene expression, cell proliferation, differentiation and apoptosis [50]. Although some studies have suggested that cellular proliferation may be involved in initial cyst formation in PKD, other evidence suggests that abnormal proliferation contributes to cyst growth rather than cyst initiation [51-54]. 

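Genes switched on by ERK were not called as a group at E14.5 and were higher in mutants at E17.5, where the list was called (median log2 fold change 0.28, adjusted p = 1.15e-04) and not with an estimated correlation (adjusted p = 0.164). At E14.5, of 19 ERK and immediate early response genes none passed, over all genes or adjusted over the list alone (median log2 fold change 0.06, adjusted p = 0.277), and the list passed without E14.5 WT replicate 34 (adjusted p = 0.0357). The genotype difference at E17.5 exceeded that at E14.5 for the list, with a median log2 difference of 0.23 (adjusted p = 0.00406 from camera on limma's interaction, and adjusted p = 0.279 with an estimated correlation). That call was lost with fry as well (adjusted p = 0.0823), and the median was 0.37 without E14.5 WT replicate 57. Genes of the cell cycle were not called as a group at either age. Of 22 cell cycle genes, none passed, over all genes or adjusted over the list alone at E17.5 (median log2 fold change 0.08, adjusted p = 0.169), with Foxm1, a transcription factor of dividing cells, at 0.38 (adjusted p = 0.162) and Tpx2, a spindle protein, at 0.40 (adjusted p = 0.176), and none passed, over all genes or adjusted over the list alone at E14.5 (median log2 fold change 0.01, adjusted p = 0.982). The cell cycle list passed at E17.5 without E17.5 mutant replicate 12 (adjusted p = 0.0102).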

Our data (Table 3 and Additional file 6), showing a greater increase in MAPK-associated pathways at E17.5 as compared with E14.5, are more consistent with the latter hypothesis that proliferation is more important in cyst growth than in initiation.

### Wnt signaling in ADPKD

Previous studies have shown that the activation of canonical Wnt signaling [55] and inhibition of non-canonical Wnt signaling (such as decreased activation of c-jun N-terminal kinase, JNK, and transient changes in intracellular Ca^2+ ^concentrations) may play roles in cyst formation in PKD [56]. 

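None of the Wnt genes Fzd6, Lef1 and Apc differed between the genotypes at E14.5 at an adjusted p under 0.05. Fzd6, a Wnt receptor, had a log2 intensity of 8.58 ± 0.05 in WT and 8.93 ± 0.02 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.35 (standard error 0.26, adjusted p = 1.00). Lef1, a transcription factor of the pathway and one of its targets, was at 5.47 ± 0.10 and 5.98 ± 0.26 (log2 fold change 0.51, standard error 0.19, adjusted p = 1.00). Apc, which takes part in the destruction of β-catenin, had a log2 fold change of -0.01 (standard error 0.13, adjusted p = 1.00). Another probe of Apc, detected on 0 of 12 arrays, matches the paper's fold. Of 12 canonical Wnt target genes, none passed, over all genes or adjusted over the list alone (median log2 fold change -0.02, adjusted p = 0.678), and of 27 Wnt ligands, receptors and transducers none passed, over all genes or adjusted over the list alone (median log2 fold change -0.01, adjusted p = 0.815). Dvl3, which relays the signal from the receptors, was detected on 0 of 12 arrays by its 1 probe. Adjusted over the list alone, 0 of the 5 genes measured of the study's 8 passed, a list that is not independent evidence because it was chosen on these samples.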

We found Wnt7b (1.6 fold), Fzd6 (1.3 fold), Dvl3 (1.6 fold) and Lef1 (1.7 fold) were up-regulated while Apc (2.4 fold), an inhibitor of canonical Wnt signaling was down-regulated at E14.5. Although microarray probes failed to detect increased Wnt7a expression, our independent study confirms up-regulation of Wnt7a in *Pkd1*^*-/- *^animals (Qin et al, submitted). Moreover, in a study of *Pkd1*^*L3/L3 *^mouse model Wnt7a and Wnt7b were also found up-regulated in mutant kidneys [28]. The GSEA results also showed enrichment of canonical Wnt signaling for up-regulated genes in *Pkd1*^*-/- *^mutants at E14.5 (Table 3). Canonical Wnt signaling was also up-regulated at E17.5, as determined by both GO analysis and GSEA (Tables 2 and 3, Additional files 12 and 13). Together, these results suggested that there may be an increase in canonical Wnt signaling in *Pkd1*^*-/- *^animals. Additionally, the GO term enrichment analysis showed down-regulation of non-canonical Wnt signaling in *Pkd1*^*-/- *^animals at E14.5 (Table 2, Additional file 12).

In contradistinction to the GO and GSEA analyses suggesting increased Wnt signaling in *Pkd1*^*-/- *^kidneys, we found that two potential inhibitors of Wnt signaling, Cer1 and Frzb (respectively increased 12 fold and 9.7 fold at E14.5), were up-regulated in *Pkd1*^*-/- *^animals at E14.5. 

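Frzb, a secreted protein that binds Wnt ligands, varied among the E14.5 WT replicates. Its log2 intensity was 5.58 ± 1.29 in WT and 7.00 ± 0.08 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 1.42 (standard error 0.64, adjusted p = 1.00). With that spread the difference did not pass the test. Cer1 was not detected on any E14.5 array.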

Cer1 and Frzb belong to the family of sFRPs (secreted Frizzled Related Proteins) that act as inhibitors of Wnt signaling in animals such as *Xenopus *and chick by interfering with the binding of Wnt proteins to Frizzled transmembrane receptors [57]. Frzb is a known Wnt antagonist in mammals [57,58]. However the mouse Cer1 may not inhibit Wnt signaling [59]. At present we are unable to explain the discrepancy between the overall informatic result that canonical Wnt signaling is increased in *Pkd1*^*-/- *^kidneys, and the observed increased expression of Wnt antagonists Cer1 and Frzb. It is possible that Cer1 and/or Frzb have a greater ability to interfere with non-canonical vs. canonical Wnt signaling, and that this will be borne out by future studies.

### Calcium signaling in ADPKD

The polycystin-1/2 complex (PC1/PC2) mediates Ca^2+ ^entry into the cell in response to mechanical stimulation of the primary cilium [60]. This in turn triggers additional release of Ca^2+ ^from intracellular stores. Thus, disruption of the polycystin pathway alters intracellular Ca^2+ ^homeostasis [1,56]. It has been suggested that altered intracellular Ca^2+ ^levels increases cAMP levels by stimulating adenylyl cyclases [60]. In turn, increased cAMP paradoxically stimulates MAPK/ERK signaling and promotes renal cystic epithelial proliferation in *Pkd1*^*-/- *^cells [39]. Our results showed that in *Pkd1*^*-/- *^animals at E17.5 an adenylyl cyclase, Adcy7 was up-regulated. Thus, increased gene expression of an adenylyl cyclase may be an additional contributing factor to increased cAMP levels in ADPKD.

### Novel regulatory mechanisms in ADPKD

Our study identifies several new nodes of regulation in ADPKD. For example, we found a strong down-regulation of Alg6 (asparagine-linked glycosylation 6 homolog) in the *Pkd1*^*-/- *^genotype at E17.5. 

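Alg6, which adds the first glucose to the sugar chain of N-glycoproteins, was not called different between the genotypes. Its log2 intensity at E17.5 was 10.77 ± 0.27 in WT and 10.98 ± 0.05 in mutants (mean ± SD, n = 3 each), with a log2 fold change of 0.22 (standard error 0.13, adjusted p = 0.394). At E14.5 its log2 fold change was 0.16 (adjusted p = 1.00). Another probe of Alg6, detected on 0 of the 6 E17.5 arrays, matches the paper's E17.5 fold. Of 19 genes of N-glycosylation, none passed over all genes, and 0 higher and 1 lower did adjusted over the list alone (median log2 fold change -0.07, adjusted p = 0.251). Stt3a, a catalytic subunit of oligosaccharyltransferase, stood at -0.29 (adjusted p = 0.0584) and Alg8, a glucosyltransferase, at -0.68 (adjusted p = 0.133). The list was not called at E14.5 (median log2 fold change 0.00, adjusted p = 0.982). Alg8 passed without E14.5 WT replicate 57 (adjusted p = 0.0204).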

ALGs are important components of the glycosylation pathway involving the endoplasmic reticulum (ER) and the Golgi apparatus. Alg6 encodes a member of the glucosyltransferase family that catalyzes the addition of the first glucose residue to the growing lipid-linked oligosaccharide precursor of N-linked glycosylation. Mutations in this gene are associated with congenital disorders of glycosylation type Ic [61]. Indeed, in *Pkd1*^*-/- *^mice, defective glycosylation of protein has been observed, that may have important implications for ADPKD [62,63]. As Alg6 encodes an ER glucosyltransferase [64], its specific downregulation in the *Pkd1*^*-/- *^genotype indicates metabolic reprogramming in the ER and Golgi complex. Thus, exploring Alg6 function in knock-down studies in kidneys may provide new insights regarding the disease processes underlying ADPKD.

The comparison of the *Pkd1*^*-/-*^mouse model and human ADPKD data sets revealed significant overlaps. Some representative of commonly up-regulated genes include Adcy7 (Calcium signaling), Crebbp (Wnt, Jak-STAT, calcium, TGFβ signaling), Cxcl1 (Jak-STAT signaling), Vegfb (VEGF signaling), Dvl2 (Wnt signaling), Tgif1 and Smurf1 (TGFβ signaling). 

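Of the genes named as higher in both mouse and human cystic kidneys, Vegfb and Tgif1 rose in E17.5 mutants along with Cxcl1. Vegfb, a growth factor of blood vessels, went from 9.97 ± 0.21 in WT to 10.55 ± 0.18 in mutants (mean ± SD of log2 intensity, n = 3 each), with a log2 fold change of 0.58 (standard error 0.13, adjusted p = 0.0345). Tgif1, a repressor of TGFβ targets, went from 9.84 ± 0.16 to 10.26 ± 0.05 (log2 fold change 0.42, standard error 0.10, adjusted p = 0.0459) by the brightest of its 3 probes, and another of them fell (log2 fold change -0.32, unadjusted p = 0.0169), on chromosome 17, which carries Pkd1. Crebbp and Adcy7 were not called. Dvl2, of the Wnt pathway, was detected on 1 of 12 arrays and Smurf1, a ubiquitin ligase of SMAD proteins, on 0. Vegfb missed the threshold without E14.5 mutant replicates 59 and 65 (adjusted p = 0.0530 and 0.0578), E17.5 WT replicates 2 and 38 (0.106 and 0.0835) and E17.5 mutant replicates 12 and 40 (0.0874 and 0.0820), and under 4 of 15 other settings (adjusted p up to 0.421). Tgif1 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0541, 0.0577 and 0.0726), E14.5 mutant replicates 35, 59 and 65 (0.0516, 0.0586 and 0.0734), E17.5 WT replicates 2 and 41 (0.114 and 0.105) and E17.5 mutant replicates 12, 40 and 42 (0.0742, 0.131 and 0.113), and under 9 of 15 other settings (adjusted p up to 0.438).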

Representative down-regulated genes that were commonly changed between the two data sets include Umod (loop of Henle marker), Rgs3 (GPCR signaling), Pvalb (distal tubule marker), Pck1 (proximal tubule marker), and Lamc3 (Focal adhesion). Thus, these genes may be used as prognostic markers for ADPKD.

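Of the genes named as lower in both, Umod, Pvalb and Pck1 fell in E17.5 mutants, and Lamc3 and Rgs3 did not pass the test. Lamc3, a laminin chain of basement membranes, had a log2 intensity of 7.71 ± 0.61 in WT and 7.02 ± 0.10 in mutants (mean ± SD, n = 3 each), with a log2 fold change of -0.69 (standard error 0.25, adjusted p = 0.153). Without E17.5 WT replicate 2 it was called lower (adjusted p = 0.0382).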

### Possible regulatory roles of miRNAs in ADPKD

We examined the possible involvement of miRNAs in ADPKD in the *Pkd1*^*-/- *^mouse model. While several miRNAs can target a single transcript, each miRNA can also have multiple targets [13,31]. Thus, moderate alterations in miRNA levels can have profound effects on the accumulation of their targets [65,66]. However, their role in ADPKD, both at the individual as well as the systems levels, is still under investigation, as only three studies have directly demonstrated changes in miRNA expression in ADPKD [18,22,23]. We have addressed this problem by systemically estimating the possible miRNAs that may target genes deregulated during disease progression (Additional file 1). We have predicted and verified (by qRT-PCR) reciprocal expression of several miRNAs and their predicted targets in *Pkd1*^*-/- *^animals (Table 6). We observed that miRNAs: miRs-10a, -30a-5p, -96, -126-5p, -182, -200a, -204, -429, and -488; and the miRNA-mRNA interactions such as miR-126-5p-Fgf10, miR-488-Fgfr3, miR-182-Hdac9, miR-204-P2rx7 and miR-96-Sox6 (as shown in Table 6) have not been previously reported in ADPKD.

Signaling pathways are ideal candidates for miRNA-mediated regulation, as their components require finely tuned temporal changes in their expression [65,67]. miRNAs may affect the responsiveness of cells to signaling molecules such as TGFβ, Wnt, Notch, and epidermal growth factor [67]. Once a miRNA targets an inhibitor of a signaling cascade, it serves as a positive regulator by either amplifying signal strength or duration, or empowering cell responsiveness to otherwise sub-threshold stimuli. For example, miR-126 promotes angiogenesis and vascular integrity [68] by inhibiting the production of natural repressor (SPRED1 and PIK3R2) of VEGF signaling, suggesting that it may serve as an effective target for anti-angiogenic therapies. We found that miR-126-5p may be involved in calcium, EGF, MAPK signaling, and neuroactive ligand-receptor interaction (Figure 9; Additional file 21). Previous studies [13,65,67] have shown that a single miRNA can act simultaneously on multiple signaling pathways to coordinate their biological effects and concurrently several miRNAs may regulate single pathway (Figure 9). Moreover, the predicted miRNA:mRNA interactions suggested that the involvement of miRNAs in the signaling pathways through their target mRNAs may lead to the dysregulation of these pathways. For example, the interaction of miR-204:P2rx7 (Figure 10) suggested a possibility that the down-regulation of miR-204 may lead to up-regulation of its target gene, P2rx7 at E17.5 in *Pkd1*^*-/- *^kidneys. P2rx7 is a cell-surface, ligand-gated cation channel and its stimulation leads to alteration in the intracellular Ca^2+ ^levels that may further result into dysregulation of calcium signaling. Therefore, by targeting P2rx7, miR-204 may disrupt calcium signaling. Similarly, at E17.5 in *Pkd1*^*-/- *^animals, the up-regulation of Fgfr3 and Fgf10 (components of MAPK signaling) and down-regulation of their target miRNAs- miR-488 and miR-126-5p respectively, may stimulate MAPK signaling and cell proliferation in *Pkd1*^*-/- *^samples.

The functional correlation between the differentially expressed mRNAs and miRNAs as a module in ADPKD revealed a tight post-transcriptional regulatory network at the mRNA level whose alteration might contribute to increased immune response, by either direct miRNA targeting or through secondary proteins. Further progress in the understanding of miRNA activity, the identification of miRNA signatures in different states, and the advancement of miRNA manipulation techniques will be valuable for deciphering the roles of individual miRNAs in PKD. The overall discovery of differentially regulated miRNAs in the different diseases is expected not only to broaden our biological understanding of these diseases, but more importantly, to identify candidate miRNAs as potential targets for future clinical applications.

## Conclusion

We have attempted to reveal the molecular players of PKD in a *Pkd1*^*-/- *^mouse model. Taken together, our study suggests the presence of complex layers of regulation in ADPKD. Our microarray data revealed genes that specifically changed during disease condition. Further we identified genes related to pre-cystic stages and cyst progression. Our model suggests a cascade of signaling events involving up-regulation of canonical- and down-regulation of non-canonical- Wnt signaling that may result in decreased intracellular Ca^2+ ^concentration, resulting in an increase of intracellular cAMP levels that in turn stimulates MAPK/ERK signaling leading to proliferation, followed by increased Jak-STAT signaling and inflammation (Figure 10), ultimately leading to renal failure. Further, we determined gene expression signatures common between the *Pkd1*^*-/- *^mouse model and human ADPKD. These could be used as prognostic markers of disease progression in PKD. Moreover, we add various new components including Alg6, Hdac9 and several miRNAs to the regulatory layers of ADPKD. We predicted that several of the differentially regulated genes are miRNA targets and miRs-10a, -30a-5p, -96, -126-5p, -182, -200a, -204, -429, and -488 may be important players in cellular signalling events leading to PKD. Furthermore, it is interesting to note that these miRNAs have not been previously reported in PKD. It has been proposed that a single miRNA can target more than hundred genes and one gene can be the target of several miRNAs [69,70]. A future challenge will be to systemically identify all of the miRNAs affecting, and regulated by, the dysregulated cell signalling pathways in ADPKD. Extensive functional analyses of these miRNAs and their target genes by performing knockout and over-expression studies, individually and in combination, are likely to open up new avenues for PKD research.

## Authors' contributions

PP designed and carried out the study, analysed and interpreted the data and drafted the manuscript. SQ participated in the experimental validation of the data. JH helped in animal experiments. JAK helped in designing the study, and participated in drafting the manuscript. All authors have given final approval of the version to be published.

## Supplementary Material

Additional file 1 **Schematic representation of target miRNA prediction for significantly regulated genes**. Step-wise approaches used to predict target miRNAs for the significantly regulated genes obtained at three comparisons, shown in Additional file 1. We used four prediction tools- TargetScan, miRanda, miRDB and microT and the results obtained from individual tool were overlapped by custom written Perl scripts. Only those miRNA-mRNA pairs were considered for further study that were predicted by atleast two tools. Click here for file

Additional file 2 **Perl script used for integrating prediction tools results**. Perl script used for integrating prediction tools results Click here for file

Additional file 3 **Gene-primers used for qPCR**. This table shows list of primers used for qPCR analysis of genes Click here for file

Additional file 4 **Design of experiment**. This figure shows the experimental design implied in this study. It shows four comparisons including two stages-E14.5 and E17.5 and two genotypes- *Pkd1*^*-/- *^and wild-type. Click here for file

Additional file 5 **Significantly regulated genes at E14.5**. This table shows the significantly regulated genes obtained for mutant versus wild-type comparison at E14.5 Click here for file

Additional file 6 **Significantly regulated genes at E17.5**. This table shows the significantly regulated genes obtained for mutant versus wild-type comparison at E17.5 Click here for file

Additional file 7 **Significantly regulated genes in wild-types across time points E14.5 to E17.5**. This table shows the significantly regulated genes obtained for wild-types when compared at E14.5 and E17.5 Click here for file

Additional file 8 **Significantly regulated genes in mutants across time points E14.5 to E17.5**. This table shows the significantly regulated genes obtained for mutant when compared at E14.5 and E17.5 Click here for file

Additional file 9 **Significantly regulated genes specific for disease transition**. This table shows the significantly regulated genes that are specific for transition under disease condition. Click here for file

Additional file 10 **Significantly regulated genes specific for healthy transition**. This table shows the significantly regulated genes that are specific for transition under healthy condition. Click here for file

Additional file 11 **Significantly regulated genes specific to aging**. This table shows the significantly regulated genes that are specific for aging and common to both diseased and healthy conditions. Click here for file

Additional file 12 **Gene Ontology terms- overrepresented biological processes**. This table shows the overrepresented Biological Processes from Gene ontology for significantly regulated genes. Sheets 1 through 3 show overrepresented biological processes for up- and down-regulated genes obtained for E14.5 mutant versus wild-type comparison, E17.5 mutant versus wild-type, and mutants at E14.5 versus E17.5. Click here for file

Additional file 13 **Gene Set Enrichment Analysis- overrepresented gene sets or pathways**. This table shows the overrepresented gene-sets/pathways obtained from Gene Set Enrichment Analysis for significantly regulated genes. Sheets 1 through 3 show overrepresented gene-sets for up- and down-regulated genes obtained for E14.5 mutant versus wild-type comparison, E17.5 mutant versus wild-type, and mutants at E14.5 versus E17.5. Click here for file

Additional file 14 **Common genes obtained between *Pkd1*^*L3/L3 *^and *Pkd1*^*-/- *^mouse models**. This figure shows some of the early and late responsive genes we obtained in comparison between *Pkd1*^*L3/L3 *^and *Pkd1*^*-/- *^mouse models. Click here for file

Additional file 15 **Common genes in *Pkd1*^*L3/L3 *^and *Pkd1*^*-/- *^mouse models**. This table shows the common genes and pathways obtained from comparing the *Pkd1*^*L3/L3 *^and *Pkd1*^*-/- *^mouse models. Click here for file

Additional file 16 **Common genes in *Pkd1*^*-/- *^mouse model and human ADPKD**. This table shows the common genes and pathways obtained from comparing the *Pkd1*^*-/- *^mouse model and human ADPKD. Click here for file

Additional file 17 **Gene Set Enrichment Analysis- overrepresented gene sets with shared Transcription Factors**. This table shows the overrepresented overrepresented gene sets with shared Transcription Factors obtained from Gene Set Enrichment Analysis for significantly regulated genes. Sheets 1 through 3 show overrepresented gene-sets with shared Transcription Factors for up- and down-regulated genes obtained for E14.5 mutant versus wild-type comparison, E17.5 mutant versus wild-type, and mutants at E14.5 versus E17.5. Click here for file

Additional file 18 **Predicted target miRNAs for significantly regulated genes at E14.5**. This table shows the predicted target miRNAs for significantly regulated genes at E14.5. Four tools-TargetScan, miRanda, miRDB and microT were used for prediction and results were overlapped. Only those miRNA:gene pairs are shown that are predicted by atleast two tools. Click here for file

Additional file 19 **Predicted target miRNAs for significantly regulated genes at E17.5**. This table shows the predicted target miRNAs for significantly regulated genes at E17.5. Four tools-TargetScan, miRanda, miRDB and microT were used for prediction and results were overlapped. Only those miRNA:gene pairs are shown that are predicted by atleast two tools. Click here for file

Additional file 20 **Comparison of microarrays and qPCR results**. This table shows the fold change obtained from both microarrays and qPCR for significantly regulated genes (that were validated by qPCR). Click here for file

Additional file 21 **miRNA:target inverse relationship**. This table shows the predicted miRNA:mRNA inverse relationship for significantly regulated genes and 9 selected miRNAs. The expression of these nine miRNAs was validated by qPCR. Only those miRNA:mRNA pairs are shown that are predicted by atleast two tools and show inverse correlation to each other. Click here for file

# Supplementary material for: Systems biology approach to identify transcriptome reprogramming and candidate microRNA targets during the progression of polycystic kidney disease
**Source:** BMC Syst Biol. 2011 Apr 25;5:56. doi: 10.1186/1752-0509-5-56
**Supplement:** Additional file 2 — Perl script used for integrating prediction tools results. Perl script used for integrating prediction tools results

Additional file 2:

Comparing all the prediction results obtained from the four tools- TargetScan, miRanda, microT and miRDB; taking two files at a time. Similarly the overlapped results were again compared with the remaining result files and there were 11 comparisons performed using the above mentioned 4 tools. Following are the codes for comparing given two files (A) and then removing the duplicate results (B) from the intersection.

[A] Comparing files

```
#!/usr/bin/perl
```

```
$firstfile = shift; # input the first prediction result file
```

```
$secondfile = shift; # input the second prediction result file
```

```
# open datasource
```

```
open FIRST, "$firstfile" or die "could not open $firstfile: $!\n";
```

```
open SECOND, "$secondfile" or die "could not open $secondfile: $!\n";
```

```
open(OUT, ">first_second_overlapped.txt")||die "cannot create  
>first_second_overlapped.txt: $!";
```

```
$s = 0;
```

```
# reading each line of first file
```

```
while (<FIRST>) {
```

```
    $s++;          # if the first row is the header row
```

```
    next if ($s == 1);
```

```
    chomp;
```

```
    @l = split /\t/;
```

```
# splitting each line at the tab and reading each value into variables
```

```
    $var1="";
```

```
    $var2="";
```

```
    $var3="";
```

```
    $var4="";
```

```
    $var1 = $l[0] if ($l[0] =~ /\S+/); # miRNA name
```

```
    $var2 = $l[1] if ($l[1] =~ /\S+/); # target gene
```

```
    $var3 = $l[2] if ($l[2] =~ /\S+/); # gene detail
```

```

$var4 = $l[3] if ($l[3] =~ /\S+/); # score or any other relevant information

# similarly opening the second prediction result file
open SECOND, "$secondfile" or die "could not open $secondfile: $!\n";
$s1=0;
while(<SECOND>) { # reading each line of second file one at a time
$s1++; # if the first row is the header row
next if ($s1 == 1);
chomp;
@l1 = split /\t/; #splitting each line at the tab and reading individual values into variables

    $vr1="";

    $vr2="";

    $vr1 = $l1[0] if ($l1[0] =~ /\S+/); # target gene

    $vr2 = $l1[1] if ($l1[1] =~ /\S+/); # miRNA name

#comparing two files for the same miRNA targeting the same gene
if (($var1 =~ /$vr2/) && ($var2 eq $vr1))
    {
        # printing the matched miRNA and their target genes with other required
        information
        print OUT "$var1\t$var2\t$var3\t$var4\t$vr1\t$vr2\n";
    }

}#close of inner while loop SECOND

} #close of outer while loop FIRST

close FIRST;
close(OUT)||die "can't close >first_second_overlapped.txt: $!";

[B] Removing duplicates

#!/usr/bin/perl

$infile = shift; # inputting the "first_second_overlapped.txt" or any of the 11 overlapped
#files

open IN, "$infile" or die "could not open $infile: $!\n";
open(OUT, ">unique_first_second_overlapped_genes.txt")||die "cannot create
unique_gene.txt: $!";

```

```

%hash1;
%hash2;
%hash3;
%hash4;
%hash5;

$s=0;
while (<IN>) {
$s++; # if the first row is the header row
next if ($s == 1);
chomp;

@l = split /\t/;

$sequence = "";
$name = "";
$category = "";
$var4 = "";

# reading each column's values into separate variables

$gene = $l[0] if ($l[0] =~ /\S+/);
$name = $l[1] if ($l[1] =~ /\S+/);
$gene_detail = $l[2] if ($l[2] =~ /\S+/);
$var4 = $l[3] if ($l[3] =~ /\S+/); # any additional information obtained from prediction tools

# making unique list of miRNAs and their target genes, using miRNA name as unique
if(!defined $hash1 {$name}){
$hash1 {$name} = $name;
$hash2 {$name} = $gene;
$hash3 {$name} = $var4;
}else{
$hash2 {$name} = $hash2 {$name} . ";" . $gene;
}
}

foreach $id (sort keys %hash1){
print OUT "$hash1 {$id} \t $hash2 {$id} \t $hash3 {$id} \n";
}

close IN;
close(OUT)||die "can't close unique_first_second_overlapped_genes.txt: $!";

```

How the deposited data were processed for this re-analysis (not part of the article)

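Total RNA of mouse embryonic kidneys was measured on 12 Illumina Mouse WG-6 version 2 BeadChip arrays, 3 in each of 4 groups: WT and Pkd1-/- at E14.5, and WT and Pkd1-/- at E17.5. Each array holds 1 pair of kidneys, taken here as from 1 embryo, and the paper describes no pooling. The WT replicates are 34, 57 and 58 at E14.5 and 2, 38 and 41 at E17.5, and the mutant replicates are 35, 59 and 65 at E14.5 and 12, 40 and 42 at E17.5. Arrays were grouped by the genotype and age that the authors deposited for them, and 0 data columns were left without a sample.

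The authors scanned the arrays and summarised the beads in Illumina BeadStudio 3.1.3.0, and their deposited intensities are bead summary values that were not normalized between arrays. Values at or below 0 make up 31.3 to 34.0% of each array, with lowest values from -30.6 to -19.6, so the authors' software had already subtracted a background. Beside each intensity the authors deposited a detection p-value, which compares the probe with the negative controls of the same array before any normalization. The authors also deposited a table of intensities that they had background-adjusted by subtraction, log2 transformed and quantile normalized with the beadarray package in Bioconductor for R 2.9.1. In that table the intensities are back on the linear scale, each array has a median of 72.0, and probes at or below 0 are empty, 14182 to 15377 per array. The submitters' notes name limma for the test and give no version.

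The main analysis started from the intensities that were not normalized between arrays, with limma 3.58.1 in R 4.3.3. Background was corrected by the normal-exponential model, with the noise of each array taken from the detection p-values, an offset of 16 was added, and the arrays were quantile normalized and log2 transformed. Of 45281 probes, 21526 were kept because their detection p was under 0.05 on at least 3 of the 12 arrays. Symbols came from the probe annotation of the deposited table: 34885 probes carry 1 symbol, 18 several and 10378 none. Of these, 34807 matched a table of gene symbols, which changed 0 of them. The brightest kept probe on average over the 12 arrays stood for its gene, and a probe without a single symbol was tested under its own identifier. This gave 14882 tested features, 11616 of them named genes and 3266 unnamed probes, and counts of tested or called genes include both. A gene that is not kept was too dim to measure here and is not shown to be absent.

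The number of detected probes was similar across the arrays, 19397 to 20290 per array or 42.8 to 44.8%, while the median intensity ran from 10.8 to 21.5. For a gene whose brighter or dimmer group lay at the background, the fold was computed against the level at which a probe is told apart from the negative controls and is given as at least that size. A group counts as at the background only where the gene was detected on none of its arrays. A group detected on only some of its arrays is given with its estimate, whose size then also depends on the background. With 3 arrays per group, recovery was tested on simulated data: 200 genes changed by 1 or 2 on the log2 scale in a comparison. Of the genes changed by 1, the share recovered was 94% for genotype at each age, 89% for age in WT, 95% for age in mutants and 69% for the difference between the ages. Of those changed by 2, it was 97 to 100%, with 4 to 18 false calls. A test list moved by -0.5 was called, and 0 others of the 42. Each simulated gene was drawn on its own, with the same spread in all groups. The simulation thus holds no correlation between genes and cannot show how often lists are called wrongly where genes vary together.

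A linear model for all 4 groups was fitted to each gene with limma, with empirical Bayes moderated variances. It compared the genotypes at each age, the ages in each genotype, and the genotype difference at E17.5 with that at E14.5. The Benjamini-Hochberg adjusted p from limma over all tested features was called under 0.05. The study's own thresholds gave a second count, a fold of at least 2 with an unadjusted p of at most 0.05 for genotype and with an adjusted p of at most 0.05 for age. Standard errors and SDs are on the log2 scale. Groups are said to be apart where every array of one lies above every array of the other, which chance gives for 10% of genes with 3 against 3.

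Gene lists were tested with the camera function of limma, at its preset correlation between genes of 0.01, with p adjusted over 42 lists of cell type markers, pathway genes and response genes that were written from general knowledge. A list called at that setting is given with its adjusted p at the correlation estimated from the residuals, which no list passed. Lists of genes that the study itself names were tested apart from these, and being chosen from the same arrays they are not independent evidence. The lists from general knowledge share genes with the study's report, such as Miox, Dpep1, G6pc, Pck1, Umod, Pvalb, Slc4a1, Acox2 and Hgd. The study gives these as lower on the same arrays, so these lists are not wholly independent of it either. A list needs 3 kept members. Arrays were clustered by complete linkage on Euclidean distance over standardized genes.

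The genes named in the text follow a fixed rule: the 10 with the largest rise and the 10 with the largest fall among the called genes whose groups are apart, for each genotype comparison and for the difference between ages, with empty places filled by the genes of smallest p that are apart and said to miss the threshold. The rule adds 5 in each direction for each age comparison, every gene the study names, up to 4 members of each list with the smallest p, Pkd1 and genes of the sex chromosomes. Unnamed probes and clone loci were counted and not named, and Table 4 was used as counts except for genes named by another part of the rule. The values in the study's text and tables had been seen when the rule was written.

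Alternatives changed 1 choice at a time, except that the maximum likelihood model also took another offset and the authors' value table replaced background, offset and scaling together. For the background they were none, plain subtraction and the normal-exponential model by maximum likelihood with an offset of 50, and for the scaling they were median scaling, cyclic loess and the authors' value table. None and plain subtraction both took the deposited values, already background-subtracted, with a floor of 1. They differ only in whether the floor came after or before quantile normalization, so agreement between them is not independent. Others took no filter, a detection p under 0.01 or detection on all 12 arrays, or the mean of the probes of a gene. Tests were varied by a variance trend with robust estimation, array weights, unequal variances per gene, a sex score as covariate, a fit of only the 6 arrays of a comparison, and each array left out in turn. For lists they were the estimated correlation, the fry test and a test on ranks, for the age sets a fold of 1.5 or none, and for the clusters average linkage, 1 minus the Pearson correlation, the 1000 most variable genes, no genes of the sex chromosomes, and the authors' table. The main settings, these alternatives, the naming rule and the lists were set before the data were examined. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and statmod 1.5.0 served the robust fits.

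A chip was not used as a block because the deposited labels give none. The study's supplementary tables of genotype differences at E17.5 and of genes changed with age in mutants were read only in part, so overlaps with them were not tested. They served only to look up detection and to count uncalled symbols. Data from other species were not analysed here, and of the quantitative PCR values only the directions were compared.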

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

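In this part the tests of probes in opposite directions, of the sign at E17.5, of genes chosen on the mean age change, of other cell types, of the spread between arrays and of tubule markers that liver expresses little were chosen only after the result was seen, as was the count of called genes by chromosome.

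The called genes share a chromosome, which the paper does not report: of the 7 named genes called at E14.5, 7 lie on chromosome 17, which carries Pkd1, against 4.88% of 11602 named genes (exact Fisher p = 6.35e-10), and at E17.5 29 of 366 called genes do, 7.92% (p = 0.00926). A response of these embryos at 1 age only is argued against, since 7 of the 7 moved with the same sign at E17.5. Genes with probes in opposite directions between genotypes at either age, each at an unadjusted p under 0.05, were more frequent on that chromosome, 6 of 207 (2.90%) against 36 of 4303 elsewhere (0.837%, exact Fisher p = 0.0114), so variants of another strain under the probes, in a segment carried along with the targeted allele, may be a source. An effect of the allele on its neighbours stays open as well. The 20 genes nearest to Pkd1 had a median absolute moderated statistic of 0.862, barely above 0.851, the 95th percentile of such neighbourhoods elsewhere. That median does not say whether the 7 called genes are among the 20, so it cannot decide for them. A response of these genes to the loss of Pkd1, the genotype of the design, was not tested apart from these and stays open.

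Genes of the tubules were lower in mutants at E17.5, with the values given beside the claims. The normalization between arrays is argued against, since the proximal tubule list kept at least 0.719 of its median under 3 others (-0.43 with median scaling, -0.56 with cyclic loess and -0.40 with the authors' table), and liver RNA in E17.5 WT replicate 2 is as the whole cause, by tubule markers that liver expresses little, with a mean of -1.16 (standard error 0.409 over genes and 0.180 between arrays, 11 of 13 lower), -1.02 without that replicate (0.396 over genes), and -0.60 without Miox and Kap (0.184, 11 genes). A delay of the mutant kidneys stays open: genes that fell with age on the mean over both genotypes, which a delay would leave higher in mutants, had a median of -0.10 (standard error over genes 0.0233, 378 genes) but -0.037 without E17.5 WT replicate 2 (0.0220), and their mean of -0.087 lay within its standard error between arrays (0.0938), while those that rose had -0.12 (0.0218, 933 genes), and genes chosen on the age change in mutants (-0.24 where they fell, 0.01 where they rose) or in WT (0.06 and -0.22) decide nothing, because the E17.5 arrays enter both the choice and the difference and push these sets opposite ways. A smaller share of tubule cells stays open too, as it would raise the markers of every other cell type, and those of 5 others together had a mean of -0.12 (standard error over genes 0.0462, 56 genes) but -0.037 with median scaling (0.0465) and -0.050 with the authors' table (0.0416). A response of tubule cells to the loss of Pkd1, the genotype of the design, was not tested apart from these and stays open, as does a difference between chips, which the labels do not give.

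The genotype difference itself differed between the ages for 26 genes at an adjusted p under 0.05 from limma, 9 more positive and 17 more negative at E17.5, with 1585 at an unadjusted p under 0.05, and without 1 array the count lay between 18 and 39. Of 100 reassignments of genotype within each age, the real one included, 12 called as many genes, and the highest called 145. Some of these can keep the E17.5 arrays in their real or mirrored split, which called 471 genes for genotype at that age. The share thus cannot decide on chance, which was not excluded for this count. By the naming rule, which leaves 2 of the 9 and 7 of the 17 unnamed, the genes more positive at E17.5 were Bst1 (2.37, adjusted p = 0.00106), Ldc1 (1.80, adjusted p = 0.00590), Nat8f2 (1.63, adjusted p = 0.0438), Ly6f (1.43, adjusted p = 0.00612), Klrg2 (1.13, adjusted p = 0.0146), B4galnt2 (1.13, adjusted p = 0.0379) and Usp43 (0.95, adjusted p = 0.0183) as log2 differences. The 10 more negative were Kap (-4.25, adjusted p = 0.0280), Miox (-4.02, adjusted p = 6.76e-04), Ctsc (-3.18, adjusted p = 6.39e-06), G6pc (-3.09, adjusted p = 7.61e-04), Haao (-3.06, adjusted p = 7.88e-06), Slc5a10 (-2.87, adjusted p = 0.00653), Dpep1 (-2.42, adjusted p = 2.59e-04), Cdc42ep1 (-1.73, adjusted p = 2.59e-04), Tomm22 (-1.71, adjusted p = 1.19e-04) and Upb1 (-1.50, adjusted p = 0.00338). The next genes with groups apart missed the threshold: Csf1r (0.99, adjusted p = 0.0536), Pak6 (0.71, adjusted p = 0.0567) and Tmem253 (0.75, adjusted p = 0.0593). Of these 20 genes, 16 were below background on all 6 arrays of E14.5, all but Usp43, Tomm22, Csf1r and Pak6, 3 of the 16 also in WT at E17.5 (Bst1, Klrg2 and Tmem253) and 2 in mutants (Haao and Cdc42ep1), so their differences depend on the background and are no bounds. Csf1r passed without E14.5 WT replicate 34 (adjusted p = 0.0402) and E17.5 mutant replicate 40 (0.0457). Nat8f2 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0692, 0.0951 and 0.114), E14.5 mutant replicates 35, 59 and 65 (0.0910, 0.119 and 0.116), E17.5 WT replicates 2, 38 and 41 (0.0949, 0.0920 and 0.0618) and E17.5 mutant replicate 12 (0.0520), and under 8 of 12 other settings (adjusted p up to 0.651). B4galnt2 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0503, 0.0843 and 0.125), E14.5 mutant replicates 35, 59 and 65 (0.0624, 0.119 and 0.121), E17.5 WT replicates 2 and 38 (0.0949 and 0.0920) and E17.5 mutant replicates 12 and 40 (0.0655 and 0.108), and under 6 of 12 other settings (adjusted p up to 0.651). Kap missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0503, 0.0749 and 0.0857), E14.5 mutant replicates 35, 59 and 65 (0.0624, 0.0920 and 0.0880), E17.5 WT replicates 2 and 41 (0.0863 and 0.0919) and E17.5 mutant replicate 42 (0.0606), and under 6 of 12 other settings (adjusted p up to 0.666). Usp43 missed the threshold without E14.5 WT replicates 57 and 58 (adjusted p = 0.0656 and 0.0741), E14.5 mutant replicates 35, 59 and 65 (0.0506, 0.0593 and 0.0813) and E17.5 mutant replicate 42 (0.0605), and under 4 of 13 other settings (adjusted p up to 0.651). Klrg2 missed the threshold without E14.5 WT replicate 58 (adjusted p = 0.0524) and E14.5 mutant replicates 35 and 65 (0.0506 and 0.0638), and under 5 of 13 other settings (adjusted p up to 0.478). The other 12 called genes of these 17 kept their calls without any 1 array, and each missed the threshold under 1 to 4 other settings, with adjusted p up to 0.931 for Upb1.

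As lists, 12 of 42 had a genotype difference that differed between the ages, 1 more positive and 11 more negative at E17.5, and 0 with an estimated correlation or with fry. ERK and immediate early response genes had a median log2 difference of 0.23 (adjusted p = 0.00406, and 0.279 with an estimated correlation), with 17 of 19 genes above 0. Lower at E17.5 were the proximal tubule markers with -0.51 (adjusted p = 2.95e-09, and 0.279 with an estimated correlation), the loop of Henle markers with -0.68 (adjusted p = 9.81e-04, and 0.395 with an estimated correlation), the intercalated cell markers with -0.68 (adjusted p = 6.81e-06, and 0.279 with an estimated correlation) and the endothelial markers with -0.25 (adjusted p = 9.81e-04, and 0.395 with an estimated correlation). Of metabolic lists, glycolysis genes had -0.28 (adjusted p = 6.81e-06, and 0.279 with an estimated correlation), gluconeogenesis genes -0.72 (adjusted p = 3.65e-05, and 0.279 with an estimated correlation), fatty acid oxidation genes -0.28 (adjusted p = 2.75e-05, and 0.279 with an estimated correlation) and amino acid catabolism genes -0.25 (adjusted p = 1.56e-04, and 0.279 with an estimated correlation). Liver markers, highest in E17.5 WT replicate 2, had -2.59 (adjusted p = 3.44e-04, and 0.433 with an estimated correlation), interferon response genes -0.60 (adjusted p = 0.00155, and 0.447 with an estimated correlation) and hypoxia response genes -0.29 (adjusted p = 0.00426, and 0.314 with an estimated correlation), and the last lost its call without E14.5 mutant replicate 35 (-0.17, adjusted p = 0.0661). Some called medians moved by over 1.5 times without 1 array: without E14.5 WT replicate 34 to -0.77 for the proximal tubule and -0.43 for endothelium, without E14.5 WT replicate 57 to -0.25, -0.39, -0.12 and -0.15 for the proximal tubule, loop of Henle, endothelium and fatty acid oxidation and to 0.37 for the ERK list, without E14.5 mutant replicate 35 to -0.26 for interferon genes, without E14.5 mutant replicate 65 to -0.16 for amino acid catabolism, and without E17.5 WT replicate 2 to -0.93 for liver.

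With 3 arrays against 3 there are 10 splits of the same arrays, too few for a share under 0.05. For genotype at E17.5 the real split called 471 genes and the highest other 6, for age in WT 6494 and 3, and for age in mutants 6409 and 1, the real split being the 1 largest in each. For genotype at E14.5 the real split called 8 genes and the highest other 15, so 2 splits were as large, and the split with 15 sets E14.5 WT replicates 34 and 57 and mutant replicate 35 against the rest, with both arrays high in Xist on one side.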

How the results depend on the processing

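In this part the tests that leave out both arrays that stand apart, the chromosome of Pkd1 or the liver list, the tubule list without markers that liver shares, and the authors' table at probe level were chosen only after the results were seen. No paired analysis was run, because the labels name no litter and pair no mutant with a WT sample. Whether the replicate numbers follow litters is not stated. The paper describes WT and mutants as littermates, and differences between litters were not tested. All alternatives were run except a block for the chip, which the labels do not give.

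At E14.5 the count of 8 called genes became 4 with maximum likelihood background, which also takes an offset of 50, or detection on all 12 arrays, 5 with the authors' table, 48 with array weights (27 higher, 21 lower), 0 with unequal variances and 2 with only the 6 arrays, and 1 without the chromosome of Pkd1. The cause was not tested except for the last, which takes 7 of the 8 away.

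At E17.5 the count of 471 became 200 without background correction, 199 with plain subtraction, 167 with median scaling, 341 with cyclic loess (155 higher, 186 lower), 230 with the authors' table (152 higher, 78 lower), 2081 with array weights (1150 higher, 931 lower), 0 with unequal variances and 188 with only the 6 arrays (69 higher, 119 lower). It was 235 with both arrays left out, 442 without the chromosome of Pkd1 and 470 without the liver list. In the fit with unequal variances each gene has only its own 3 arrays per group, and on simulated data it recovered 2 to 62% of the changed genes. No background correction and plain subtraction use the same deposited values and differ only in the order of steps, so their counts are not independent of each other. The cause of the other changes was not tested.

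With age 6494 genes in WT became 1196 and 6409 in mutants became 3000 with unequal variances. With median scaling 1943 rose and 3727 fell in WT and 2580 and 2065 in mutants, and with cyclic loess 3670 and 2698, and 3782 and 2670. The 26 genes whose genotype difference differed between ages (9 more positive, 17 more negative) became 14 without background correction or with plain subtraction (8 and 6), 5 with the authors' table, 2 with detection on all 12 arrays, 42 with trend and robust, 332 with array weights and 0 with unequal variances. The cause was not tested.

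At the study's thresholds 27 genes at E14.5 became 84 without background correction, 85 with plain subtraction, 55 with the authors' table, 41 with array weights or with both arrays left out, 11 with maximum likelihood background, detection on all 12 arrays or unequal variances, and 842 with the authors' table at probe level. At E17.5 142 became 229 without background correction or with plain subtraction, 81 with maximum likelihood background, 40 with detection on all 12 arrays and 1409 at probe level, and its split of 36 higher and 106 lower became 103 and 91 with the authors' table and 843 and 566 at probe level. For age, 1306 in WT became 797 with maximum likelihood background, 859 with detection on all 12 arrays, 428 with unequal variances and 2575 at probe level, and 1292 in mutants became 746 and 2956, with maximum likelihood background and at probe level. The larger offset of the maximum likelihood setting shrinks folds by its construction. The probe-level setting tests more features, and it changed the value table, the filter and the arrays at the same time. Of its called probes, 724 of 842 at E14.5 and 980 of 1409 at E17.5 were detected on no array. Beyond that the cause was not tested. Of genes past these thresholds in 1 genotype, 405 in mutants became 961 at 1.5-fold and 1632 with no minimum, and 419 in WT became 1039 and 1717, as a lower minimum lets in more genes.

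Without 1 array the counts lay between 4 and 11 for genotype at E14.5, 134 and 519 at E17.5, 5212 and 6824 for age in WT, 5072 and 6776 in mutants, and 18 and 39 for the difference between ages. At the study's thresholds they lay between 23 and 42, 133 and 188, 1168 and 1516, and 1211 and 1422, in the same order.

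Of lists, 5 called at E14.5 became 0 with an estimated correlation or fry and 11 with both arrays left out, 12 at E17.5 became 0 with an estimated correlation, and 12 for the difference between ages became 0 with an estimated correlation or fry. Without 1 array the lists called numbered 5 to 11, 10 to 15 and 11 to 15. Proximal tubule markers at E14.5 (-0.09, not called) turned to 0.12 without E14.5 WT replicate 34 (adjusted p = 0.00307) and with both arrays left out (adjusted p = 0.00457), and stood at -0.28 without WT replicate 57, over a range of adjusted p from 6.36e-08 to 0.950. The cause was not tested.

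In the trees, the smaller branch at E14.5 held 1 array and became 2 with 1 minus Pearson correlation or the 1000 most variable genes, and at E17.5 3 became 1 with average linkage or the authors' table. The cause was not tested.

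Single genes reversed where other probes count as well: with the mean of the probes Ganab with age in mutants (-0.048), Atf4 (0.14), Egfr (7.77e-04), Tpi1 (-0.0093) and Stt3b (-0.17, and -0.069 with median scaling) with age in WT, and Atf4 (-0.55) and H2-K1 (-0.78) between genotypes at E17.5. Of the values of named genes, 10677 kept direction and side of the threshold without 1 array, 351 became weaker, 48 stronger and 0 reversed, and under the other alternatives 13367, 571, 217 and 8. For lists these were 1461, 10, 40 and 1, and 921, 58, 28 and 1. Depth limits the genes near background, for which folds are given as bounds where a group was detected on no array.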

Differences from the paper's values

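In this part the test of the authors' table at probe level, the comparison with Table 4 and the fit without both arrays that stand apart were chosen after the result was seen, and the other alternatives were set before the data were examined. A fold differs from the paper's where it goes the other way. It also differs where it lies over 1.5-fold off and, on the log2 scale, by more than the larger SD of the groups compared. A count differs where it lies over 1.5-fold off. Where none is named below, none of the alternatives fell within these limits. Each took the brightest probe of a gene or the mean of its probes, which need not be the probe behind the paper's fold. Folds here are 2 to the power of the difference between group means of log2 intensity, and values under 1 go against the direction that the paper gives.

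At the study's stated thresholds the paper counts 454 genes between genotypes at E14.5 against 27 here, and 884 at E17.5 against 142, and none of 27 alternatives falls within either. For age in mutants the paper has 2287 genes against 1292, and no background correction, plain subtraction and the authors' value table fall within, while the other 24 do not. For genes changed with age only in mutants the paper has 1397 against 405, and a 1.5-fold minimum and no fold minimum fall within, while 2 other alternatives do not. The count for age in WT, the paper's 1189 against 1306, is within. The authors' value table at probe level, with no filter and only the 6 arrays, which was chosen after seeing the values, gave 842, 1409, 2956 and 2575 probes for E14.5, E17.5, mutants and WT, of which the count for mutants is within, and 607, 1025, 2103 and 1879 gene symbols, of which all but that for WT are within. It leaves uncalled 105 of 329 symbols of the study's E14.5 table, 191 of 627 of the E17.5 table, 227 of 1490 of the table for mutants and 23 of 930 of that for WT, the E17.5 and mutant tables being held in part. Of the called probes, 724 of 842 at E14.5 and 980 of 1409 at E17.5 were detected on no array, against 374 of 2956 for age in mutants and 370 of 2575 in WT.

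For Wnt genes at E14.5 the paper gives Apc as 2.4-fold lower against 1.01 here, and Frzb as 9.7-fold higher against 2.68, where no background correction, plain subtraction and the authors' value table fall within and the other 23 alternatives do not. For growth factor genes at E17.5 the paper gives folds higher of 3.10 for Fgfr1 against 1.05, 10.16 for Fgfr3 against 0.727, 4.18 for Fgf10 against 1.20 and 2.56 for Prkcb against 1.06. For receptor signaling it gives Pde4b as 7.22-fold higher against 1.01, Gprasp1 as 59.82-fold lower against 0.948 and Rgs3 as 5.14-fold lower against 1.10. It gives folds higher of 2.08 for Crebbp against 1.00, 2.32 for Map3k12 against 1.12 and 2.14 for Rps6ka5 against 0.897. No fold is given here for Traf2 (2.14 in the paper) and Akt1 (1.71), since WT was below background and mutants were not above it by enough for a bound.

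For immune genes at E17.5 the paper gives 2.26-fold higher for Il28ra (Ifnlr1) against 1.43, where median scaling, the authors' value table and the mean of the probes fall within and the other 24 do not. It gives 2.57 for Jakmip2 against 1.19, and 2.26 for Cxcl16 against 1.40, where only leaving out E17.5 mutant replicate 42 falls within and the other 26 do not. Hdac9 is 22.29-fold lower in the paper against 0.958, Gli2 4.39-fold higher against 1.40 and Foxo1 2.51-fold higher against 0.863.

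For the genes also measured by qPCR, the paper's array folds at E14.5 are 19.88 lower for Cpeb3 against 0.993, 4.12 higher for Fgfr3 against 1.01 and 2.85 higher for Mysm1 against 1.01. At E17.5 they are 54.12 lower for Alg6 against 0.860, 6.47 lower for Cpeb3 against 1.32, 28.68 lower for Sox6 against 0.734 and 36.38 higher for Ltbp1 against 1.04. No fold is given here at E14.5 for Adam22 (133.35 in the paper) and Sox6 (1.94), which were below background in both genotypes. Of 32 folds compared from the text and the qPCR supplement 25 differ, and 8 of the 32 go the opposite way here. Many of these comparisons set 2 different probes of a gene against each other. Of 35 folds of the paper that matched a probe in the authors' table, 26 matched another probe than the one used here. Those that do not differ, as the paper's value and the value here, are Wnt7b 1.6 and 1.30, Fzd6 1.3 and 1.27, Lef1 1.7 and 1.43, Eif4e 2.33 and 1.80, Jakmip1 2.6 and 2.05, Cxcl1 2.19 and 1.76, and Fgf10 at E14.5 1.07 and 1.05.

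Of the 100 genes of the paper's Table 4, 65 were measured at E17.5, and 3 of these were too near background for a fold or a bound. Of the other 62, 52 go in the paper's direction, of the 57 with both groups above background 21 are within 1.5-fold, and 22 of the 62 were called in that direction, 19 lower and 3 higher, with 1 called the opposite way. Of the 15 that other parts of the naming rule cover, the paper gives Adcy7 as 2.63-fold higher against 0.908 and Slc8a1 as 2.11-fold lower against 1.29, which differ. The other 13 do not differ: as the paper's value and the value here, the folds lower are Acox2 2.70 and 2.65, Dpep1 7.37 and 5.88, Enpp5 3.11 and 3.06, G6pc 11.06 and 7.66, Hgd 2.56 and 2.55, Miox 28.27 and 18.3, Pck1 3.28 and 2.38, Pvalb 2.89 and 2.78, Slc4a1 3.62 and 3.60, Slc5a10 8.43 and 8.01, Ttr 6.52 and 6.49 and Umod 3.41 and 3.00, and the fold higher is Pcdh7 3.18 and 2.84. Among them Enpp5 lies on chromosome 17, which carries Pkd1. The folds of Miox, G6pc and Pck1 depend on the background, since each was detected on 1 of 3 E17.5 mutant arrays.

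Other statements differ as well. The paper describes arrays that group by genotype at each age, and at E14.5 they did not here, with 1 array on the smaller branch, while at E17.5 they did. The paper reports genes of cAMP signaling, growth factors and receptors as changed at E17.5, among them Adcy7, which was not called here (adjusted p = 0.528). The paper presents Aqp7, Bmp6 and Kl as changed with age in mutants alone, and here they were called in both genotypes, although the interaction for Aqp7 passed without background correction (adjusted p = 0.0148) and with plain subtraction (0.0142). Of nephron segment genes the paper lists as lower, Umod, Pvalb and Pck1 were called lower here as well. Slc12a3 was called only under maximum likelihood background (adjusted p = 0.0361), detection p under 0.01 (0.0483), the mean of the probes (0.0365), trend and robust (0.0441) and array weights (0.0223), with adjusted p up to 0.417 over all alternatives. Angpt2 (adjusted p = 0.0284), Akt1 (0.0288), Eif4e (0.0142), Cxcl16 (0.0312) and Cpeb3 at E17.5 (0.0359) were called only with array weights, with adjusted p up to 0.772, 0.631, 0.635, 0.546 and 0.469 over their alternatives. Sema3c was called with the mean of the probes (adjusted p = 0.0433, up to 0.991 elsewhere), and Lamc3 with array weights (0.0240), without E17.5 WT replicate 2 (0.0382) and, chosen after seeing the values, without both arrays that stand apart (0.0479, a setting that drops 5 of the 22 Table 4 genes called here in the paper's direction and 6 of the 10 called genes that the paper's text names, with adjusted p = 0.105 for Cxcl1, 0.139 for Gli2, 0.0872 for Ifnlr1, 0.122 for Tgif1, 0.102 for Vegfb and 0.0717 for Zbtb32), with adjusted p up to 0.580 elsewhere for Lamc3. P2rx7, Dvl3, Gpr34, Bmp8b, Grem1, Mmp12, Sema4c, Hoxb8, Fmo2, Nrg1, Calcr, Sstr2, Clcf1, F2rl2, Edil3 and Smurf1, which the paper lists as changed, were detected on 0 of the 12 arrays here.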

Other observations

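In this part the tests of the study's E17.5 table against detection, and the match of its folds to single probes, were chosen only after the result was seen.

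At E14.5, before cysts form, mutant kidneys had slightly higher levels of genes that respond to low oxygen and lower levels of macrophage genes, as groups and not as single genes. Of 11 hypoxia response genes none passed over all genes, and 4 higher and 0 lower did adjusted over the list alone, with 10 of 11 above 0 (median log2 fold change 0.39, adjusted p = 5.97e-09, and 0.123 with an estimated correlation). Its members with the smallest p were the collagen hydroxylase P4ha1 at 0.61 (adjusted p = 0.823), Ankrd37 at 0.66 (adjusted p = 0.823), the glucose transporter Slc2a1 at 0.54 (adjusted p = 1.00) and Pdk1, which holds pyruvate back from mitochondria, at 0.66 (adjusted p = 1.00). Of 14 macrophage and leukocyte markers none passed over all genes, and 0 higher and 2 lower did adjusted over the list alone, with 12 of 14 lower (median log2 fold change -0.25, adjusted p = 1.26e-08, and 0.142 with an estimated correlation). Among them were H2-Aa, which presents antigen, lies on chromosome 17 and was near background (adjusted p = 0.650), Mrc1, the mannose receptor, at -0.44 (adjusted p = 0.889), Adgre1, a surface receptor of macrophages, at -0.43 (adjusted p = 1.00) and Tyrobp at -0.32 (adjusted p = 1.00). Markers of red blood cells were higher, with 8 of 8 above 0 and 0 called (median log2 fold change 0.23, adjusted p = 0.00287, and 0.142 with an estimated correlation), led by the embryonic globins Hba-x at 0.88 (adjusted p = 1.00), Hbb-bh1 at 0.59 (adjusted p = 1.00) and Hbb-y at 0.65 (adjusted p = 1.00), and they were not called with the authors' table (0.12, adjusted p = 0.132). Of 13 endothelial markers none passed, over all genes or adjusted over the list alone, while the list was called (median log2 fold change 0.09, adjusted p = 0.00842, and 0.895 with an estimated correlation), with Flt1 at 0.44 (adjusted p = 0.835) and Pecam1 at 0.33 (adjusted p = 1.00). The endothelial call was lost with median scaling (adjusted p = 0.0556) and without E14.5 WT replicate 57 (0.399) or mutant replicate 35 (0.295), which are the arrays high in Xist, and its median was 0.20 without WT replicate 34 and 0.05 without mutant replicate 35. The hypoxia list stood at 0.24 without mutant replicate 35 (adjusted p = 5.90e-05). None of the 4 lists was called with fry.

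At E17.5 the macrophage and leukocyte markers went both ways. Of 14, 1 rose and 1 fell, or 1 and 3 adjusted over the list alone (median log2 fold change -0.11, adjusted p = 0.157). H2-Aa, of chromosome 17, which carries Pkd1, fell at least 1.96-fold (adjusted p = 1.89e-04). Csf1r, the receptor that macrophages need to survive, rose by a log2 fold change of 0.82 (adjusted p = 0.00484), and the list passed without E17.5 mutant replicate 12 (-0.18, adjusted p = 0.0138). Of 13 endothelial markers none passed over all genes, and 0 higher and 1 lower did adjusted over the list alone (median log2 fold change -0.13, adjusted p = 0.0669), with Tek, the angiopoietin receptor, at -0.58 (adjusted p = 0.0697), and the list passed with camera on ranks (adjusted p = 0.0373), with the authors' value table (0.0447), with no filter (0.0144), without E17.5 WT replicate 2 (0.0447) or 38 (0.0315) and, chosen after the result was seen, with both arrays that stand apart left out (0.0367). Of 8 erythroid markers 1 rose, or 2 and 1 lower adjusted over the list alone (median log2 fold change 0.27, adjusted p = 0.553), the gene being Hbb-b2 (log2 fold change 0.86, adjusted p = 0.0466). Hbb-b2 missed the threshold without E14.5 WT replicates 34, 57 and 58 (adjusted p = 0.0520, 0.0519 and 0.0702), E14.5 mutant replicates 35, 59 and 65 (0.0585, 0.0671 and 0.0711), E17.5 WT replicates 38 and 41 (0.0973 and 0.112) and E17.5 mutant replicates 12 and 40 (0.120 and 0.150), and under 9 of 15 other settings (adjusted p up to 0.470). Liver markers fell as a list, with 8 of 8 lower, 1 called over all genes, Ttr, and 2 adjusted over the list alone, and E17.5 WT replicate 2 the highest. Others were Ahsg, at least 11.0-fold lower (adjusted p = 0.129), Fga at -2.62 (adjusted p = 0.201) and Trf at -2.44 (adjusted p = 0.229). Their sizes rest on that replicate: without it Ahsg was at least 2.48-fold lower (adjusted p = 0.117), Fga stood at -0.86 (adjusted p = 0.165), Trf at -0.66 (adjusted p = 0.149) and the median of the list at -0.63 (adjusted p = 6.22e-04), and Ttr was not called (adjusted p = 0.111). Ahsg was called without E17.5 WT replicate 38 (adjusted p = 0.0254). The lists of renal stroma (median log2 fold change -0.04, adjusted p = 0.583), smooth muscle (median log2 fold change -0.21, adjusted p = 0.583), adrenal and gonad (median log2 fold change 0.24, adjusted p = 0.289), skeletal muscle (median log2 fold change -0.32, adjusted p = 0.231), hypoxia response (median log2 fold change 0.05, adjusted p = 0.880), endoplasmic reticulum stress (median log2 fold change 0.02, adjusted p = 0.704) and sex chromosome genes (median log2 fold change 0.37, adjusted p = 0.975) were not called at E17.5, apart from adrenal and gonad markers with fry (adjusted p = 0.0224) and skeletal muscle markers with median scaling (-0.30, adjusted p = 0.0498).

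At E14.5 the other cell types were not called as lists. These were the proximal tubule (median log2 fold change -0.09, adjusted p = 0.408), the loop of Henle (median log2 fold change 0.03, adjusted p = 0.766), the distal tubule (median log2 fold change 0.02, adjusted p = 0.988), the collecting duct and ureteric trunk (median log2 fold change 0.06, adjusted p = 0.678), intercalated cells (median log2 fold change -0.06, adjusted p = 0.823), podocytes (median log2 fold change -0.01, adjusted p = 0.604), nephron progenitors (median log2 fold change 0.04, adjusted p = 0.678), early nephrons (median log2 fold change -0.01, adjusted p = 0.766), ureteric tips (median log2 fold change 0.08, adjusted p = 0.381), renal stroma (median log2 fold change -0.14, adjusted p = 0.0973), smooth muscle (median log2 fold change -0.34, adjusted p = 0.277), adrenal and gonad (median log2 fold change 0.02, adjusted p = 0.766), skeletal muscle (median log2 fold change 0.08, adjusted p = 0.633) and liver (median log2 fold change 0.21, adjusted p = 0.825). Tubular injury (median log2 fold change -0.02, adjusted p = 0.791), endoplasmic reticulum stress (median log2 fold change 0.02, adjusted p = 0.707) and sex chromosome genes (median log2 fold change 0.15, adjusted p = 0.815) were not called either. Without E14.5 WT replicate 34, which stands closer to the older kidneys, the lists of the proximal tubule (0.12, adjusted p = 0.00307), loop of Henle (0.33, 1.38e-04), collecting duct and ureteric trunk (0.22, 2.74e-06) and podocytes (0.13, 0.00858) were higher in mutants and renal stroma was lower (-0.22, 0.0154). Renal stroma was lower with camera on ranks (adjusted p = 0.0172), with the sex score as covariate (0.0385) and without WT replicate 58 (adjusted p = 0.0321) and mutant replicate 35 (3.56e-05) too, the proximal tubule was lower without WT replicate 57 (-0.28, adjusted p = 6.36e-08), and smooth muscle without WT replicate 57 (adjusted p = 0.0175) or mutant replicate 35 (0.00834). Ureteric tips (0.20, adjusted p = 0.00834) and sex chromosome genes (1.62, adjusted p = 0.0126) were higher without mutant replicate 35.

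The study's E17.5 table holds very large folds, and most of the genes behind them were dim. Of 882 of its entries, 623 have a symbol on these arrays and 589 were matched to a probe by their fold, of which 342 (58.1%) were detected on no array and 183 (31.1%) on at least 3. Of those listed at over 8-fold, 8 of 116 (6.90%) were detected on all 3 arrays of the brighter group, against 19 of 120 (15.8%) at 4- to 8-fold and 120 of 353 (34.0%) at 2- to 4-fold (exact Fisher p = 8.35e-10 for the first against the last). Values near background after subtraction may thus be a source of these folds. A gene that was not detected may still have changed, so detection cannot decide whether changes of that size are real. For some of them, such as Hdac9, Alg6, Sox6 and Ltbp1, the paper reports qPCR on other replicates, with the same directions as its arrays. A first match that took only genes with a value on all 6 arrays gave 7 of 18 against 120 of 275 (exact Fisher p = 0.808), so the difference rests on genes with empty cells, whose deposited values are at or below 0.

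Of 36 folds that the paper states for single genes in its text and qPCR supplement, 35 were matched within 0.05 on the log2 scale to a probe in the authors' table. For 26 of them it is another probe than the one used here, 16 of the 35 probes were detected on no array, 20 on fewer than 3 and 5 on all 12. At an adjusted p under 0.05, probes of 1 gene were called in opposite directions for 0 of 4512 genes with several probes at E14.5, 2 at E17.5, 75 with age in WT and 146 with age in mutants.

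With array weights E17.5 mutant replicate 12 (0.31), E17.5 WT replicate 41 (0.32), E14.5 WT replicate 34 (0.49) and E17.5 WT replicate 2 (0.57) had the lowest weights. The Pkd1 probe was called higher in mutants at E17.5 with them (log2 fold change 0.82, adjusted p = 0.00538, over a range of adjusted p up to 0.536 for its alternatives), and its genotype difference did not pass a test between the ages (-0.16, adjusted p = 0.895). Over 166 genes that separate the ages, E14.5 WT replicate 34 had a score of 0.27, on a scale where the E14.5 mean is near 0 and the E17.5 mean near 1, against -0.16 to 0.04 for the other E14.5 arrays.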
